# Constitutive cyclic GMP accumulation in *Arabidopsis thaliana* compromises systemic acquired resistance induced by an avirulent pathogen by modulating local signals

**DOI:** 10.1038/srep36423

**Published:** 2016-11-04

**Authors:** Jamshaid Hussain, Jian Chen, Vittoria Locato, Wilma Sabetta, Smrutisanjita Behera, Sara Cimini, Francesca Griggio, Silvia Martínez-Jaime, Alexander Graf, Mabrouk Bouneb, Raman Pachaiappan, Paola Fincato, Emanuela Blanco, Alex Costa, Laura De Gara, Diana Bellin, Maria Concetta de Pinto, Elodie Vandelle

## Abstract

The infection of *Arabidopsis thaliana* plants with avirulent pathogens causes the accumulation of cGMP with a biphasic profile downstream of nitric oxide signalling. However, plant enzymes that modulate cGMP levels have yet to be identified, so we generated transgenic *A. thaliana* plants expressing the rat soluble guanylate cyclase (GC) to increase genetically the level of cGMP and to study the function of cGMP in plant defence responses. Once confirmed that cGMP levels were higher in the GC transgenic lines than in wild-type controls, the GC transgenic plants were then challenged with bacterial pathogens and their defence responses were characterized. Although local resistance was similar in the GC transgenic and wild-type lines, differences in the redox state suggested potential cross-talk between cGMP and the glutathione redox system. Furthermore, large-scale transcriptomic and proteomic analysis highlighted the significant modulation of both gene expression and protein abundance at the infection site, inhibiting the establishment of systemic acquired resistance. Our data indicate that cGMP plays a key role in local responses controlling the induction of systemic acquired resistance in plants challenged with avirulent pathogens.

Plants respond to the presence of microorganisms by deploying efficient defence mechanisms leading to incompatible plant–pathogen interactions. These mechanisms include a basal defence response following the recognition of common microbial features, known as pathogen-associated molecular patterns or microbe-associated molecular patterns. If this is insufficient, plants have evolved a second layer of strong and potent defences known as the hypersensitive response (HR), which is triggered by the specific recognition of pathogen effectors (Avr) by resistance (R) proteins located on the plasma membrane or in the cytosol.

Among the first events triggered by the HR is the simultaneous production of reactive oxygen species (ROS)^1^ and nitric oxide (NO)^2^,^3^,^4^. These act in a coordinated manner, according to the so-called ‘balance model’, to induce hypersensitive programmed cell death at the infection site to restrict pathogen growth^5^. As well as inducing cell death, NO regulates the expression of a battery of defence genes allowing the establishment of local resistance, and also systemic acquired resistance (SAR)^6^. The latter is a broad and long-lasting systemic response that protects uninfected tissues against subsequent infections by diverse pathogens, and this requires the careful balancing of phytohormone cross-talk, which strongly influences the outcome of plant immunity^7^,^8^. The induction of SAR requires the generation of a local signal in infected cells, followed by the transduction of this signal systemically through the vasculature, generally the phloem^9^. During this process, NO and ROS act in parallel with salicylic acid (SA) signalling upstream of AzA/G3P and fatty acids for the induction of SAR^6^.

NO signalling can be mediated by the direct interaction between NO and target molecules to introduce post-translational modifications^10^,^11^,^12^. Alternatively, NO can induce second messengers such as Ca^2+^ or cyclic guanosine 3′,5′-monophosphate (cGMP) to regulate defence gene expression^13^. The presence of cGMP in plants has been reported in previous studies^14^,^15^,^16^,^17^,^18^, and it can induce defence gene expression in tobacco, indicating an important role in plant defence responses^3^. More recently, cGMP has been shown to accumulate especially during incompatible interactions induced by avirulent bacterial pathogens (*Pseudomonas syringae* DC3000 carrying the *AvrB* gene) that typically elicit the HR in *Arabidopsis thaliana*^17^. The synthesis of cGMP may be required for NO-induced cell death, although the analogue 8-Br-cGMP alone cannot induce cell death or potentiate cell death triggered by a NO donor^19^. Taken together, these results suggest that cGMP could play a key role in plant defences, particularly the mediation of NO-dependent responses.

Despite the pathophysiological data described above, there is no genetic evidence as yet to support the role of cGMP in plant defence responses. Indeed, despite evidence for the presence of cGMP in plants, the guanylate cyclase (GC) and phosphodiesterase (PDE), which catalyse its synthesis and degradation in other eukaryotes, have yet to be identified in plants^20^. Eukaryotic GCs are highly conserved and contain a specific consensus motif which has led to the identification of several candidate plant enzymes by homology searching, namely AtGC1, AtBRI1, AtWAKL10, AtPSKR1, AtPepR1, AtNOGC1 and more recently the plant natriuretic peptide receptor^21^,^22^,^23^,^24^,^25^,^26^,^27^. However, only AtNOGC1 binds NO, inducing the NO-dependent production of cGMP *in vitro*^26^. The GC activity of all these proteins is also extremely low compared to animal GCs, raising doubts concerning their physiological relevance for cGMP biosynthesis in plants^28^. A cGMP-specific PDE activity has been detected in *A. thaliana* seedlings^29^ but the corresponding gene(s) have not been isolated.

To study the role of cGMP in NO-dependent plant defence responses in the absence of relevant endogenous enzymes, we developed an alternative strategy involving the creation of transgenic *A. thaliana* plants expressing mammalian soluble GC (GC). We characterized the transgenic plants, which produced higher levels of cGMP than wild-type controls, to investigate their defence responses when challenged with bacterial pathogens.

## Results

### Avirulent *PstAvrB* induces a specific NO-dependent increase in cGMP levels

To monitor the concentration of cGMP in *A. thaliana* plants we developed a new technique based on Perkin Elmer AlphaScreen technology. The method optimized in this work for plant samples was able to detect cGMP increase in *A. thaliana* leaves infiltrated with the cGMP-specific phosphodiesterase inhibitor sildenafil 1 mg/mL^30^, reaching around 70 pmol/g FW 4 hours post-infiltration (hpi) (Supplementary Fig. S1a). Then during the course of infection with an avirulent strain of *Pseudomonas syringae* pv. *tomato* carrying the avirulent gene *AvrB* (*PstAvrB*), we found that cGMP accumulated in a biphasic manner, with an initial peak 4  hpi followed by a decrease to basal levels and a subsequent increase at around 24 hpi (Fig. 1a). The accumulation of cGMP at each time point appeared strictly related to the HR because there was no increase following infection with virulent *Pst* (Fig. 1b). It is worth mentioning that the levels of cGMP detected in this work are around 100 fold higher than the ones reported previously by Meier and colleagues^17^. Such difference could be attributable to the methods used for monitoring cGMP in both works. However, the concentrations detected here are of the same order of magnitude than cGMP concentrations reported so far in other plant species, such as tobacco leaves (10 pmol/g FW; ref. 3), spruce needles (20 pmol/g FW; ref. 31), mung bean explants (40 pmol/g FW, ref. 18).

In addition, the increase in cGMP levels induced by *PstAvrB* was shown to be NO-dependent because cGMP did not accumulate in transgenic *A. thaliana hmpX* plants expressing the bacterial NO dioxygenase, which detoxifies NO^32^ (Fig. 1c). Similarly there was no increase following the co-infiltration of wild-type *A. thaliana* plant leaves with avirulent *PstAvrB* together with the NO scavenger cPTIO (Supplementary Fig. S1b). Together these data confirmed that cGMP accumulates specifically during the HR downstream of NO signal, potentially to mediate defence responses.

### High constitutive cGMP content does not affect local resistance to bacterial infection or hypersensitive cell death but compromises defence gene expression in infected leaves

Homozygous transgenic *A. thaliana* lines expressing the alpha and beta subunits of rat soluble GC were produced by the floral dip method, and lines 6, 26 and 27 showed the expression of both enzyme subunits (Supplementary Fig. S2a). Furthermore expression levels were strongly correlated with cGMP levels that were higher respect to wild-type plants (Supplementary Fig. S2b), thus demonstrating enzyme functionality. However, whereas no significant variations were evident in lines GC6 and GC27 after infection with avirulent *PstAvrB*, a strong decrease of cGMP level was observed in line GC26 following bacterial infection (Supplementary Fig. S3). For that reason, further characterizations were carried on with lines GC6 and GC27.

Because cGMP potentially acts as a defence signalling molecule, we tested whether the higher level of cGMP in GC lines could improve basal resistance. Wild-type and GC plants were therefore infected with virulent *Pst* (5 × 10^5^ cfu/mL) and resistance was assessed by measuring bacterial growth 2 and 3 days after infection. Figure 2a shows that no difference in bacterial growth was observed between wild-type and both GC lines, indicating that elevated cGMP level alone was not enough to enhance basal resistance. Wild-type, GC6 and GC27 plants were also infected with avirulent *PstAvrB* (5 × 10^5^ cfu/mL) and scored for bacterial growth. Once again, no difference in bacterial counts was observed between the lines (Fig. 2b), indicating that higher cGMP level was not sufficient to enhance specific gene-for-gene resistance.

Based on the proposed role of cGMP in NO-mediated hypersensitive cell death^19^, ion leakage experiments were carried out to determine whether the higher cGMP content in lines GC6 and GC27 enhanced cell death in response to avirulent pathogens. Wild-type and GC plants were infected with *PstAvrB* (10^7^ cfu/mL) and conductivity was measured at different time points after infection to determine the extent of cell death. No difference in ion leakage was observed between the lines, indicating that high cGMP levels do not enhance hypersensitive cell death (Fig. 2c).

To understand whether GC plants were able to induce a full defence response at the molecular level, we analysed the expression of the SA-dependent defence marker gene *PR-1*. Wild-type and GC leaves were infected with avirulent *PstAvrB* and expression analysis was carried out 12 hpi. Surprisingly, the *PstAvrB*-induced upregulation of *PR-1* was significantly muted in both GC6 and GC27 plants compared to wild-type plants (Fig. 2d). Hormone-dependent signalling pathways in plants are differentially regulated in response to distinct types of pathogens, in particular biotrophic and necrotrophic pathogens^7^. We therefore investigated the role of cGMP in the cross-talk between different hormonal signalling pathways by monitoring the expression of *PDF1.2* and *ERF1*, which are related to the jasmonic acid (JA)-dependent and ethylene-dependent pathways, respectively. The genes were analysed 12 h after infection with *PstAvrB* (10^7^ cfu/mL). Interestingly, *PDF1.2* was upregulated in both infected GC lines, whereas *ERF1* was downregulated (Fig. 2d–f). By contrast, the same expression of *PR-1* and *PDF1.2* as found in wild-type plants was observed in GC26 plants (Supplementary Fig. S4), thus demonstrating that defence gene regulation observed in GC6 and GC27 lines was effectively due to constant high cGMP content. It is worthwhile mentioning that both lines display normal growth of both roots and leaves compared to wild-type plants (Supplementary Fig. S5). Moreover, these datasets demonstrate that transgenic lines GC6 and GC27 lines show reproducible phenotypes and therefor further molecular characterization was carried on only with the line GC6 (hereafter GC).

Together, these results suggested that cGMP modulates the cross-talk between hormone-dependent pathways, promoting JA-dependent responses at the expense of SA-dependent and possibly also ethylene-dependent pathways, downstream of SA and JA production. Indeed, the direct treatment of GC plants with both hormones led to the same altered regulation of *PR-1* and *PDF1.2* in response to salicylic acid or jasmonic acid, respectively, whereas by contrast, high cGMP level seems not to affect ethylene-induced downstream response (Supplementary Fig. S6).

### High cGMP levels alter the cellular redox state in response to avirulent pathogens

NPR1 (non-expresser of PR gene 1) is a master redox sensor^33^. Accordingly, the chemical reduction of NRP1 and thus the induction of NPR1-dependent genes such as *PR-1* correlates with the reductive phase of the defence response^34^. TGA factors have also been postulated as redox sensors^35^ because cysteine modification can modulate their binding to NPR1 and to DNA^36^,^37^. Based on the dysregulation of the NPR1-dependent gene *PR-1* in infected GC plants, we assessed the *in planta* redox state in wild-type and GC line following infection with the avirulent pathogen *PstAvrB*. We generated wild-type and GC plants expressing the genetically-encoded GRX-roGFP2 probe, which specifically reports the ratio between the reduced and oxidized forms of glutathione (GSH/GSSG)^38^. Probe lines were infected with avirulent *PstAvrB* (10^7^ cfu/mL) and mock infiltrations were used as a control. This analysis revealed a clear increase in the fluorescence signal (indicative of glutathione pool oxidation) in both genotypes 24 hpi, but the increase was much more evident in the GC line, indicating a higher oxidative environment in the plants accumulating cGMP (Fig. 3a).

Glutathione and to a lesser extent ascorbate play important roles as small-molecule redox couples during stress-related redox signalling in plants^35^. We therefore measured the total glutathione and ascorbate pools, their redox states, as well as enzyme activities related to the ascorbate–glutathione cycle. Figure 3b shows that the total glutathione pool was similar in the wild-type and GC plants 24 hpi with the avirulent pathogen *PstAvrB* (10^7^ cfu/mL). However, the total glutathione pool declined slightly in the GC line compared to wild-type controls following the mock infiltration, indicating a diminished basal protective state. The glutathione redox state was lower in GC plants than wild-type controls 24 hpi with *PstAvrB*, confirming the results obtained using the GRX-roGFP2 probe (Fig. 3a,b). Accordingly, glutathione reductase (GR) activity detected in the infected GC plants was lower than in wild-type controls following infection with avirulent *PstAvrB* (Supplementary Fig. S7). This change in GR activity was accompanied by a decline in the activity of dehydroascorbate reductase (DHAR), which requires GSH as an electron donor, under the same conditions. Surprisingly, given the loss of DHAR activity in the GC plants, there was no change in the ascorbate redox state (Fig. 3c) and no modulation of ascorbate peroxidase (APX), catalase (CAT) or monodehydroascorbate reductase (MDHAR) (Supplementary Fig. S7). In contrast, high cGMP levels in GC plants caused the total ascorbate pool in the basal state to decline compared to the level observed in wild-type plants. This difference was highlighted by infection with *PstAvrB*, which shrank the total ascorbate pool by ~40% in infected GC plants compared to wild-type controls (Fig. 3c).

### High cGMP levels affect basal and post-infection gene expression profiles

The ratio of reduced/oxidized small-molecule redox couples may play an important signalling role during stress responses, particularly the regulation of gene expression via redox-sensitive mediators^39^. Given the altered glutathione redox state and altered expression of hormone-dependent genes in line GC compared to wild-type plants, we sought deeper insight into the molecular changes correlating with cGMP accumulation by large-scale RNA-Seq analysis.

Transcriptional changes induced by avirulent *PstAvrB* in GC and wild-type plants were determined by comparing inoculated samples (WTi and GCi) at 12 hpi with uninoculated control samples (WTc and GCc). 

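The RNA-Seq samples came from 4 conditions with 3 biological replicates each, 12 samples in all. Wild-type Col-0 plants and plants of line GC, which carry the 2 genes for the alpha and beta subunits of rat soluble guanylate cyclase and accumulate cGMP, were sampled 12 h after infiltration with *PstAvrB*, an avirulent strain that Col-0 plants recognize, or after mock treatment. The authors aligned the reads with TopHat to the TAIR10 genome to which the sequence of the transgene construct had been added, calculated FPKM (fragments mapped per length of exon and per number of reads mapped) with Cufflinks and compared conditions with Cuffdiff. The values they deposited are 1 FPKM per gene and condition, in which the replicates are already combined. These values therefore carry no spread between replicates, no test between conditions could be run on them, and the differences below have no replicate check. The number of reads behind each value is unknown, so no interval or detection limit is given. The FPKM of all genes summed to 787155 in WTc, 961845 in WTi, 1012764 in GCc and 935441 in GCi.

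The values were compared as log2 ratios of FPKM + 0.1, a scale that understates the change of genes with low FPKM. Of 32056 *Arabidopsis* genes listed, the 20333 with a mean FPKM above 0.1 over the 4 conditions were compared, and a gene was counted as changed at a log2 ratio of at least 1 in either direction. The authors name the same limits for size and FPKM. Their log2 ratios are plain, without the added 0.1, and applying the FPKM limit to the mean over the conditions was chosen here. It leaves out 2 of the 88 genes of Table 1 and Supplementary Tables S2 and S3, *AO4* (AT1G04580) and *GPAT5* (AT3G11430), named after their values were seen. The authors' FDR step needs the replicates and is not included here. Genes that every leaf uses can be listed at 0: *RBCS1A* (AT1G67090), for a small subunit of Rubisco, stood at 0 in WTc and GCc and at 3822 and 3942 FPKM in WTi and GCi, and *CAB1* (AT1G29930), for a chlorophyll-binding protein, at 0 in WTc and 9365 FPKM in GCc. A value of 0 is therefore reported only as listed at 0. As a check of the genotype labels, the rat alpha subunit had 118 FPKM in GCc and 86.7 in GCi, and the beta subunit 1048 and 598. Both were listed at 0 in WTc, and at 0.00433 and 0.0137 FPKM in WTi.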

RNA-Seq analysis was performed with three biological replicates for each condition, with each sample corresponding to a pool of leaves from three different plants. This analysis revealed 7102 differentially expressed genes (DEGs) in infected wild-type plants and 5685 DEGs in infected GC plants with approximately equal numbers of upregulated and downregulated genes in each group (Fig. 4a). It is worth mentioning that a modulation of *PR-1* and *PDF1.2* expression was observed between GC and WT plants following infection, thus confirming the validity of the dataset, according to previous results obtained by real-time PCR (Fig. 2d,e). 

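In the deposited FPKM values, 7913 genes changed by at least 1 on the log2 scale between WTc and WTi, 3813 upwards and 4100 downwards. Between GCc and GCi 6468 genes changed, 3054 upwards and 3414 downwards. The interquartile range of all log2 ratios was 1.54 in the wild type and 1.22 in GC plants. The number that fell in the wild type moved most with the pseudocount: with 1 in place of 0.1, it was 2611. With organelle genes left out and a common nuclear total, 2878 rose and 5527 fell in the wild type, and 3402 rose and 2983 fell in GC plants. Among the changed genes, 185 in the wild type and 223 in GC plants were listed at 0 on one side of the comparison, and no fold is given for these. The 3 largest rises and 3 largest falls among genes with a mean FPKM of at least 1 were all genes listed at 0 in at least 1 condition, many of them genes for snoRNAs and tRNAs. The largest changes among genes above 0 in all 4 conditions, chosen after their values were seen, are given instead. *KTI1* (AT1G73260), for a trypsin inhibitor, rose from 0.835 to 269 FPKM in the wild type and from 0.301 to 108 in GC plants. *GSTU3* (AT2G29470) rose from 0.190 to 73.9 and from 0.0950 to 40.6. *NIT2* (AT3G44300) rose by 7.75 on the log2 scale in the wild type, and *MSRB7* (AT4G21830) by 7.91 in GC plants. The auxin-responsive gene AT4G34790 had a log2 ratio of -5.52 in the wild type and -4.88 in GC plants. *SAUR29* (AT3G03820) at -5.72 and AT2G10940 at -5.42 fell most beside it in the wild type, and AT3G01345 at -5.90 and *EXPA8* (AT2G40610) at -4.88 in GC plants.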

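*PR-1* (AT2G14610, chromosome 2 of TAIR10, 6241704 to 6242463) is a marker gene of SA responses. It rose from 58.4 FPKM in WTc to 3731 in WTi, and from 90.8 in GCc to 1659 in GCi, so that its log2 ratio between GCi and WTi was -1.17. *PDF1.2* (AT5G44420, chromosome 5, 17907069 to 17907598), a marker gene of JA responses, had 5.72 FPKM in WTc and 2.29 in WTi, and 4.83 in GCc and 9.00 in GCi, a log2 ratio between GCi and WTi of 1.93. Before infection its log2 ratio between GCc and WTc was -0.24. Reads of *PDF1.2* can be divided among near-identical copies, so its level is uncertain: *PDF1.2c* (AT5G44430) had 0.805 FPKM in WTi and 2.41 in GCi, and *PDF1.2b* (AT2G26020) was listed at 0 in all 4 conditions. Other pseudocounts, filters and scalings brought the log2 ratio no closer to 0 than -1.02 for *PR-1*, after quantile normalization, and 1.60 for *PDF1.2*, with a pseudocount of 1. The size of these differences cannot be set against the spread between replicates.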

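Of the genes that changed by at least 1 on the log2 scale after infection, 5094 changed in the same direction in both genotypes, 2534 upwards and 2560 downwards. A further 2789 passed the threshold in wild-type plants alone, of which 1266 rose and 1523 fell, and 1344 in GC plants alone, of which 503 rose and 841 fell. Passing the threshold in one genotype does not show that the genotypes differ, so the difference between both responses was taken directly as the log2 ratio of GCi to GCc minus that of WTi to WTc. It reached at least 1 in either direction for 953 of the 2789 genes and for 366 of the 1344 genes. Over all genes compared, the response was higher in GC plants by at least 1 for 1515 genes and lower for 801. With the organelle genes left out and every condition scaled to the same nuclear total, these numbers became 3347 and 338. They were 1251 and 971 after quantile normalization, and 795 and 612 with a smooth trend on transcript length and GC content removed. Across genes, this difference between responses rose with transcript length, with a Spearman's rho of 0.53.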

The comparison of datasets representing GC and wild-type plants highlighted a strong similarity between the genotypes, with 4519 common DEGs compared to 2583 unique DEGs in wild-type plants and 1166 unique DEGs in GC plants (Fig. 4a). Furthermore, the common DEGs were predominantly regulated in a similar manner in both lines – only four genes were regulated in opposite directions in the wild-type and GC plants following infection (Fig. 4b) – and the common DEGs were mainly related to cellular (25%) or metabolic (21%) processes and stress responses (8%) (Supplementary Fig. S8a). 

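In the deposited values 30 genes passed the threshold in opposite directions, 13 up in wild-type and down in GC plants and 17 the other way. Of these, 24 were listed at 0 in at least 1 condition. The 4 genes that were above 0 throughout and had a mean of at least 1 FPKM were named after their values were seen. *SADHU3-2* (AT3G42658), a transposable element gene, went from 10.6 to 32.5 FPKM in the wild type and from 1.13 to 0.225 in GC plants. AT3G01345, for an expressed protein, went from 0.139 to 0.551 FPKM in the wild type and from 19.0 to 0.221 in GC plants. *NAI2* (AT3G15950) went from 4.40 to 2.05 in the wild type and from 0.909 to 1.93 in GC plants. AT5G09672, a short upstream reading frame, went from 5.38 to 1.45 and from 0.219 to 0.929.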

A similar distribution of functional categories was also observed for unique DEGs in the infected wild-type (Supplementary Fig. S8b) and GC plants (Supplementary Fig. S8c).

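Between GCc and WTc, 1441 genes differed by at least 1 on the log2 scale, 312 higher and 1129 lower in GCc, so that 78.3% of them were lower. The share depended on the scaling. It was 68.2% after quantile normalization, and 95.2% with organelle genes left out and a common nuclear total. The latter moved the median log2 ratio of all genes from 0.08 to -0.25. This move came from setting unequal FPKM totals equal, since organelle genes held only a small part of each total. Log2 ratios followed the length of the transcript, taken as the longest RefSeq transcript of each gene. The genes lower in GCc had a median length of 3323 bases and 9 exons, the genes higher in GCc 817 bases and 1 exon, and the others 1672 bases and 4 exons. Over the 17111 genes with a mean FPKM above 1 and a known length, Spearman's rho across genes between log2 ratio and length was -0.62 for GCc vs WTc, -0.21 for WTi vs WTc, 0.07 for GCi vs GCc and -0.03 for GCi vs WTi. Genes are not independent replicates, so no p-value is given. In the longest of 10 length groups of these genes 29.1% were lower in GCc and 0% higher. After a smooth trend on length and GC content was removed from each condition, 460 genes were lower and 221 higher in GCc. Of the 1129 lower genes, 315 were also lower after this step.

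**Figure D1:**
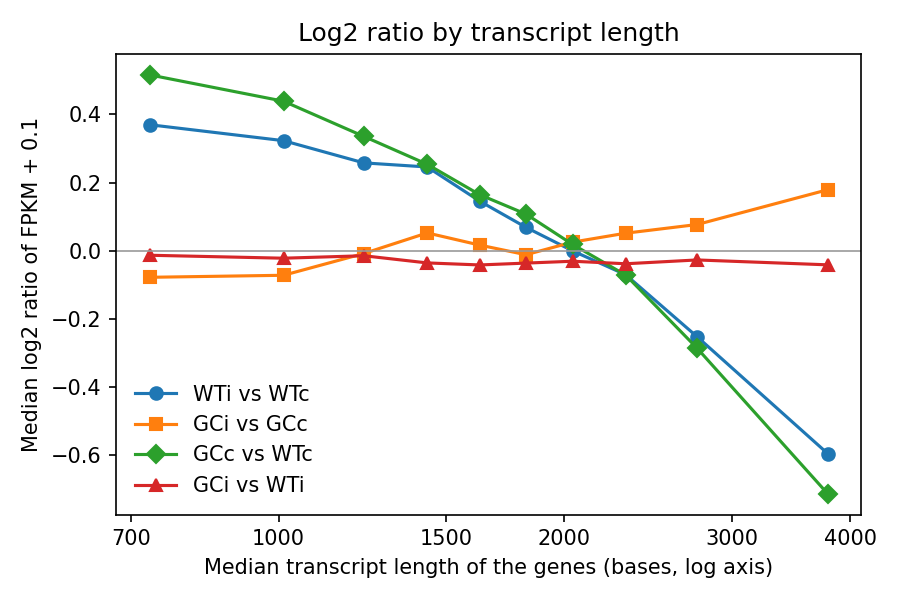
Median log2 ratio of FPKM + 0.1 (vertical axis) in 10 groups of genes of increasing transcript length, placed at the median length of each group in bases (horizontal log axis), for the 4 comparisons. The line for GCc vs WTc falls from 0.52 in the shortest to -0.71 in the longest group and that for WTi vs WTc from 0.37 to -0.59, while GCi vs WTi goes from -0.01 to -0.04.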

The comparison between uninoculated wild-type and GC samples revealed 1303 DEGs, 87% of which were downregulated by high levels of cGMP (Fig. 5a). 

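Of the 1129 genes lower in GCc than in WTc, 642 (56.9%) were also lower in WTi than in WTc, and of the 312 genes higher in GCc, 138 (44.2%) were also higher in WTi. Another 21 genes were lower in GCc and higher in WTi, and 32 the reverse. The log2 ratios of both comparisons had a Pearson correlation across genes of 0.34. Both comparisons share the WTc samples, which produces some overlap with no effect at all. In 200 simulations, an unchanged GCc group was set against a shared WTc group, with the scatter between GCi and WTi taken as noise. A median of 4 genes were lower in both (95% of simulations between 1 and 8) and 2 higher in both, and the correlation was 0.07. The noise came from the infected conditions and would not cover a deviation of WTc itself. The simulation therefore does not exclude the shared WTc samples as a source of the overlap. Independent calls would put 225 of the lower genes with a known length in both groups. The number was 322 when calls were independent only among genes of similar length and 387 among genes of similar length and expression, against 632 observed. After the trend on length and GC content was removed, 255 genes were lower in both comparisons and 96 higher in both.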

Interestingly, among cGMP-repressed genes (GCc vs WTc), 672 genes (52%) were similarly down-regulated in WT plants challenged with *PstAvrB* (WTi vs WTc) and 76 cGMP-upregulated genes (GCc vs WTc) were similarly induced in wild-type following infection (WTi vs WTc) (Fig. 5a), suggesting that GC plants are somehow “primed” for transcriptomic changes related to infection with an avirulent pathogen. Furthermore, GO categories enriched among the 434 genes downregulated by high cGMP level (and not modulated in infected wild-type plants) mainly reflected immune responses and cell death (Fig. 5b). 

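In the deposited values 466 genes were lower in GCc than in WTc and did not pass the threshold in WTi vs WTc. Their median transcript length was 3537 bases, with 10 exons, against 1703 bases for all genes compared. GO annotation was not used here. As one class of immune genes, those described in the authors' deposited table as NBS-LRR or NB-ARC disease resistance genes were counted, a class chosen after the length trend was seen. Of 121 such genes compared, 31 were lower in GCc than in WTc and 0 higher. They made up 18 of the 466 genes (3.86%), against 0.595% of all genes compared and 4.38% of the longest of 10 length groups of genes. Their median log2 ratio between GCc and WTc was -0.74. It lay below all of 10000 random lists of the same size matched on expression, whose medians ran from -0.17 to 0.07 in 95% of lists. Among random lists matched on both length and expression it lay at the 22.4th percentile, with 95% of the lists between -0.80 and -0.59. With the coarser classes of length and expression used at first, it lay at the 5.39th. With the trend on length and GC content removed, 0 of these genes were among the 460 lower in GCc.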

Interestingly, ~54% of these genes were uniquely induced in the infected GC plants, and accordingly the main enriched GO category was again related to immune responses and cell death (Fig. 5c). These results indicate that GC plants in the basal state share part of the transcriptome profile observed in infected wild-type plants, whereas the infection of GC plants with avirulent pathogens abolishes many of the transcriptional differences between the genotypes observed in the basal state, resulting in a gene expression profile similar to wild-type plants.

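Of the 466 genes, 92 (19.7%) rose by at least 1 on the log2 scale between GCc and GCi. With a threshold of 0.5 the number was 285 (61.2%), and 449 had a higher FPKM in GCi than in GCc. The median log2 ratio between GCi and GCc was 0.59, and that between GCi and WTi -0.08. GCc enters both the selection of these genes and the comparison, so that genes with a chance low value in GCc would appear induced. Simulated unchanged groups with a shared GCc gave a median of only 3 such lower genes, too few for a share to set beside the observed one. The share was 11.2% with a pseudocount of 1, 33.1% with a common nuclear total and 36.2% with the trend on length and GC content removed. Of the 92 genes, 6 are described as NBS-LRR or NB-ARC genes.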

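The interquartile range of all log2 ratios was 0.72 between GCc and WTc and 0.26 between GCi and WTi, and the number of genes past a log2 ratio of 1 was 1441 before and 348 after infection. After removal of the trend on length and GC content the ranges were 0.53 and 0.24. The fall in the number of genes past 1 was then smaller. Before infection 460 genes were lower and 221 higher in GCc, and after it 180 were lower and 162 higher in GCi. Across the 17251 genes with a mean FPKM above 1, log2 values had a Pearson correlation of 0.948 between GCc and WTc and 0.972 between GCi and WTi. Of the 1129 genes lower in GCc than in WTc, with a median log2 ratio of -1.27, 1095 lay within 1 and 1060 within 0.5 of WTi in GCi, where their median log2 ratio was -0.02. Of all 20333 genes compared, only 348 passed 1 and 1450 passed 0.5 between GCi and WTi. Most genes of any list would lie within these limits, so the numbers do not set the 1129 genes apart from other genes. Of the 1441 genes that differed before infection, 46 passed the threshold in the same direction after it. From the overlap of GCc with infected wild-type plants, the functional categories of the repressed genes and their induction in infected GC plants, the paper reasons that GC plants share part of the infected profile in the basal state and that infection removes many of the differences between genotypes.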

To highlight the retained transcriptome differences between the genotypes by overcoming the effect of infection, we analysed DEGs in infected GC plants compared to infected wild-type plants, which resulted in 146 DEGs (88 downregulated and 58 upregulated). 

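At a log2 ratio of 1, 348 genes differed between GCi and WTi in the deposited values, 174 in each direction, of which 103 were listed at 0 in one of both conditions. With a pseudocount of 1 in place of 0.1 the numbers were 77 higher and 56 lower in GCi. Of the 174 genes higher in GCi, 48 are chloroplast genes, out of 86 chloroplast genes compared, and 3 of the genes lower in GCi. With only nuclear protein-coding genes, an alternative chosen after seeing the data, 92 were higher and 141 lower. Among genes above 0 in all 4 conditions with a mean FPKM of at least 1, again chosen after their values were seen, *SADHU3-2* at -6.65, the dioxygenase gene *DOX1* (AT3G01420) at -2.91 and the snoRNA gene AT1G74453 at -1.97 were lowest in GCi. The chloroplast genes ATCG00510 (2.89), ATCG00700 (2.77) and ATCG00490 (2.51) were highest. ATCG00490, for the large subunit of Rubisco, had 11.6 FPKM in WTi and 66.7 in GCi.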

Despite the global similarity between transcriptomes, the distribution of functional categories among the genes less expressed in GC plants compared to wild-type indicated the modulation of genes related to defence (18%), lipid metabolism (14%), oxidation/reduction (14%) and general metabolism (14%) (Fig. 6a). We therefore enlarged the analysis by including DEGs displaying a log2FC ≥ 0.5 or log2FC ≤ −0.5 (p ≤ 0.05). 

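With a log2 ratio of at least 0.5 in either direction, and without the significance criterion, 1450 genes differed between GCi and WTi, 762 lower and 688 higher in GCi. The lower and upper quartiles of all log2 ratios were -0.15 and 0.11. With a mean FPKM above 1 in place of 0.1, 427 were lower and 355 higher. The excess of lower genes was also kept after quantile normalization, with 769 lower and 667 higher. It was reversed with organelle genes left out and a common nuclear total (615 lower, 741 higher). A slight reversal was also seen with a pseudocount of 0.01 (937 lower, 950 higher) and with median-ratio rescaling (711 lower, 717 higher).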

Interestingly, the enriched GO categories mirrored the distribution observed among DEGs with log2FC ≤ −1 with a significant enrichment of genes involved in pathways related to oxidation/reduction, secondary metabolic processes and defence, particularly SAR (Fig. 6b). 

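The 33 genes of Supplementary Table S2 were chosen by the study on these samples, so their direction is not independent evidence. In the deposited values 29 of them were lower and 4 higher in GCi than in WTi, and 16 were lower by at least 1 on the log2 scale. On the scale of FPKM + 0.1, *DOX1* had the lowest log2 ratio (-2.91), with 7.33 FPKM in WTi and 0.889 in GCi. As a plain ratio, without the added 0.1, AT2G48130 was lower still. Many of the genes have low FPKM: AT2G48130 had 0.746 in WTi and 0.0641 in GCi, and AT5G13900 1.03 and 0.151. The higher genes were *ELP* (AT1G12090) at 0.57, AT2G15050 at 0.69, AT3G16370 at 0.52 and *ABCA4* (AT3G47750) at 0.65. Between GCc and WTc, 13 of the 33 genes were higher by at least 0.5 and 3 were lower. Of the 56 genes of Supplementary Table S3, 36 were lower and 20 higher in GCi than in WTi, and 6 and 5 of them by at least 1.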

The schematic representation of detailed overrepresented categories in each pathway revealed the significant downregulation of fatty acid metabolism and lipid localization (Supplementary Fig. S10 and Supplementary Table S2), and responses to hormone stimuli (Supplementary Fig. S10 and Supplementary Table S3). Interestingly, most SAR-related genes were involved in SAR signal production, e.g. *FMO1*, *aza1* and *MES9* (Table 1).

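The genes of Table 1 were chosen by the study as downregulated in these samples, so their direction is not independent evidence. All 8 had lower FPKM in GCi than in WTi, with log2 ratios between -1.23 and -0.62, and kept that direction under every pseudocount, filter and scaling tried that retained them. *FMO1* (AT1G19250, chromosome 1 of TAIR10, 6650529 to 6653078) had 80.2 FPKM in WTi and 40.8 in GCi, a log2 ratio of -0.97. The gene the paper names *aza1* (AT4G12470, *AZI1*, chromosome 4, 7401109 to 7401907) had 153 and 99.8 FPKM, and *MES9* (AT4G37150, chromosome 4, 17492878 to 17494109) 18.4 and 10.4. *PR-5* (AT1G75040) had 1231 and 746 FPKM, *PR-4* (AT3G04720) 261 and 170, *NHL25* (AT5G36970) 2.22 and 0.885, and *CER1* (AT1G02205) 6.25 and 2.81. In the uninoculated plants none of the 8 was lower in GCc by 0.5 or more, and 3 were higher by at least that much: *PR-5* had 202 FPKM in WTc and 450 in GCc, *PR-4* 53.4 and 101, and *PR-1* was higher by 0.63 on the log2 scale. The transcripts of these 3 genes are short (1095, 1134 and 902 bases), and short genes were mostly higher in GCc. The median log2 ratio was 0.44 in the length group of *PR-5* and *PR-1* and 0.34 in that of *PR-4*. *PR-1* is near this median, so its difference is not separated from the length trend. *PR-5* (1.16) and *PR-4* (0.92) lie above the medians. In their length groups 1.93% and 1.05% of genes were higher in GCc by at least 1. The median trend alone therefore falls short of these 2 values, which have no replicate check. *FMO1*, *MES9* and *AZI1* stood at 0.300, 0.654 and 19.1 FPKM in WTc and 0.233, 0.659 and 21.6 in GCc.

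**Figure D2:**
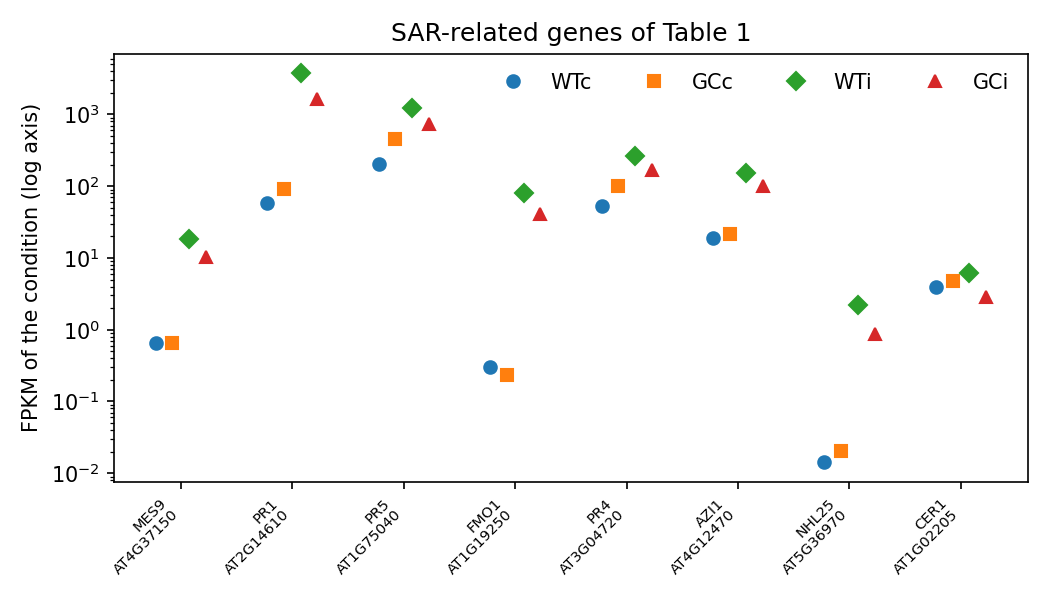
FPKM (vertical log axis) of the 8 genes of Table 1 (horizontal axis) in WTc, GCc, WTi and GCi, each point the authors' value for the condition. For every gene the point for GCi lies below that for WTi, and for 7 of the 8 genes both lie above the points of the uninoculated plants.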

### High cGMP levels modulate the protein profile following infection with avirulent *PstAvrB*

We also analysed the leaf proteome to complete the catalogue of molecular changes occurring in GC plants with high levels of cGMP. Samples were prepared 24 hpi to complement the transcriptomic analysis described above. Moreover, as for RNA-Seq experiment, proteomic analysis was performed with three biological replicates for each condition, with each sample corresponding to a pool of leaves from three different plants.

Figure 7 shows the major proteomic differences between GC and wild-type plants in the basal state and following infection. Constitutively high levels of cGMP had a minor impact on the basal proteome, resulting in only 11 differentially abundant proteins (DAPs) when the GCc and WTc groups were compared (Fig. 7a and Supplementary Table S4). In contrast, we observed the substantial modulation of the proteome in GC plants compared to wild-type controls following infection with avirulent *PstAvrB*, with 64 and 381 DAPs observed in the WTi and GCi groups, respectively (Fig. 7a), including 50 proteins common to both genotypes (Fig. 7b). Most of the DAPs in the GCi group were downregulated (Fig. 7a). Several unique DAPs related to defence functions accumulated only in the infected wild-type plants (Supplementary Table S5), whereas the 331 unique DAPs found in infected GC plants included functional categories related to translation (15%), photosynthesis (11%), defence (8%) and transport (8%) (Fig. 7c). Taking into account these substantial differences in proteome modulation following infection, we compared the DAPs in the GCi and WTi groups (Fig. 7d) to highlight the effect of the genotype over infection, revealing that the main functional categories were related to translation (11%) and transport (9%). However, 7% of the DAPs were related to defence responses and most (95%) of the proteins within this functional category were downregulated (Table 2). Whereas several of these DAPs are positively related to defence responses, such as the cinnamyl-alcohol dehydrogenase 7 an elicitor-responsive enzyme involved in lignin biosynthesis, the two phospholipases D PLDα1 and PLDδ, which play an important role in lipid-mediated defences or the GSNO reductase responsible for S-nitrosoglutathione level regulation, to name a few, it is worth noting that by contrast some downregulated proteins are involved in the negative regulation of plant defences, such as the cytosolic glyceraldehyde-3-phosphate dehydrogenases (GAPC1) and the Arabidopsis Nudix hydrolase homolog 7 (AtNUDT7), the level of which decreased by log2FC −1,23 and −4,94, respectively.

The analysis of GO category enrichment allowed us to focus on the main pathways affected in the infected GC plants, confirming that the high cGMP levels strongly repress pathways involved in translation, protein transport and protein localization (Supplementary Fig. S10). Other categories overrepresented among the downregulated proteins in infected GC plants represented abiotic stress responses and metabolic processes (Supplementary Fig. S10). These data indicate that cells with high levels of cGMP respond to infection mainly by adapting primary metabolism and protein synthesis/transport. It is worth mentioning however that proteomics studies are highly biased towards high abundant proteins (ribosomes, metabolic enzymes), thus leading to an underrepresentation of regulatory components, such as kinases or transcription factors for example, which might also explain the lack of significant changes in these categories pointing towards pathogen infection.

### SAR induced by avirulent *PstAvrB* is compromised by the accumulation of cGMP

Our transcriptomic data indicated that SAR-related genes are downregulated in GC plants, so we investigated whether these plants could achieve normal SAR following infiltration with avirulent *PstAvrB*. Three lower rosette leaves of GC and wild-type plants were infiltrated either with 10 mM MgCl_2_ (mock infiltration) or with a suspension of *PstAvrB* (10^7^ cfu/mL) to induce SAR. Two days later, three upper (untreated) leaves were challenged with virulent *Pst* (2.5 × 10^5^ cfu/mL). SAR was assessed by scoring bacterial growth in the upper leaves 3 days after the second infection. Wild-type plants pre-treated with *PstAvrB* achieved significantly enhanced resistance against *Pst* infection compared to the mock-infiltrated controls, displaying lower bacterial growth (Fig. 8a). In contrast, the GC line completely failed to achieve SAR in response to a primary *PstAvrB* infection (Fig. 8a). We then investigated whether SAR was blocked upstream or downstream of the inducer SA by treating wild-type and GC plants with 0.5 mM SA 2 days before infecting the upper leaves with virulent *Pst* (2.5 × 10^5^ cfu/mL). Three days later, SAR was again assessed by scoring bacterial growth. Once again, the SA-treated wild-type plants displayed greater resistance than control plants, but the GC plants failed to achieve SAR in response to SA treatment (Fig. 8b). This confirms that SAR in the GC transgenic plants is blocked downstream of SA synthesis.

At the molecular level, defence gene expression was analysed in the upper leaves of wild-type plants following the infection of lower leaves with avirulent *PstAvrB*, confirming the significant induction of the expression of the SA-dependent genes *PR-1* and *PR-5* at 48 and 72 hpi, but only weak induction of the ethylene-dependent gene *ERF1* and no change in the jasmonate-dependent gene *PDF1.2*, in each case compared to the mock infiltration controls (Fig. 9). In contrast, *PR-1* and *PR-5* were significantly repressed in GC plants compared to wild-type plants following infection (Fig. 9a,b), whereas *PDF1.2* was strongly upregulated (Fig. 9c), suggesting the possible interruption of systemic SA–JA cross-talk in plants accumulating high levels of cGMP. *ERF1* expression was also significantly reduced in the GC line compared to wild-type plants (Fig. 9d), indicating a possible inhibition also of ethylene-dependent pathway.

## Discussion

The role of cGMP in plant defence responses is difficult to study in detail because the enzymes responsible for its synthesis and degradation are currently unknown. We therefore created transgenic *A. thaliana* plants expressing the rat soluble guanylate cyclase (GC) to produce a line that accumulates high levels of cGMP, which can thus be used to study cGMP-dependent cellular responses. Similarly, the cardiomyocyte-specific expression of the constitutive GC domain of the NPRA receptor in mice led to an increase in cGMP levels^40^. Surprisingly, although the rat soluble GC is inducible by NO in animal cells^41^, our transgenic *A. thaliana* GC lines accumulated high cGMP levels without induction, indicating that the enzyme is constitutively active *in planta*. The haem moiety coordinated by His-105 in the beta subunit maintains the regulatory domain in a restricted basal conformation, so we propose that the recombinant enzyme and haem prosthetic group adopt a different conformation in plant cells that favours constitutive activity^41^. Furthermore, because the intracellular accumulation of cGMP reflects the balance between GC-dependent synthesis and degradation by PDEs, we also propose that the amount of cGMP produced by the GC transgenic lines is so high (50–250-fold higher than normal) that the relatively low endogenous PDE activity^29^ is saturated, thus shifting the GC/PDE ratio in favor of cGMP accumulation. Likewise, Sf9 cells expressing a mutant haem-deficient enzyme accumulate high levels of cGMP, which cannot be degraded efficiently by endogenous PDEs^42^. Accordingly, cGMP accumulation in our GC lines remains unchanged following infection with pathogens (virulent and avirulent), indicating that the GC lines have lost the ability to modulate cGMP synthesis in response to pathogens and that endogenous PDE activity is insufficient to remove cGMP from the transgenic plants. Such hypothesis is further supported by the transgenic GC line 26, which displays the lowest cGMP accumulation compared to the other two transgenic lines and the cGMP level of which seems to be still controlled by endogenous metabolism, at least following pathogen infection.

Despite the significant basal downregulation of defence-related genes in the GC lines, particularly genes involved in programmed cell death, no differences in phenotype were observed in terms of local responses, *i.e.* resistance to virulent or avirulent pathogens and hypersensitive cell death. This may reflect the significant upregulation of some of these genes following infection, restoring the expression levels observed in infected wild-type plants. Accordingly, several defence-related DEGs that were downregulated in the GC lines under basal conditions were upregulated following infection (DEGs uniquely upregulated in the GC lines) and ultimately returned to the expression levels observed in wild-type plants. Moreover, proteomic analysis revealed the stronger downregulation of several negative defence regulators in infected GC plants compared to infected wild-type plants, which may compensate for the weaker defence response in GC plants and yield a normal resistance phenotype. For example, the amount of GAPC1 protein (At3g04120) declined sharply in GC plants following infection (compared to wild-type plants), and *gapc1* mutants likewise display a stronger resistance phenotype and accelerated cell death compared to wild-type plants^43^. Similarly, the NUDIX protein (AtNUDT7), a negative regulator of basal immunity^44^, accumulated to lower levels in infected GC plants compared to wild-type plants. 

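Among the defence-related genes, the 121 NBS-LRR and NB-ARC disease resistance genes were examined as a group. With the trend on length and GC content removed, a check on these genes added after the other values were seen, their median log2 ratio between GCc and WTc was 0.04, at a percentile of 71.6 among random lists matched on expression. Their median between GCi and GCc was 0.42, above all of 10000 random lists matched on length and expression, whose medians lay between -0.03 and 0.24 in 95% of lists. In the wild type the same genes had a median of -0.46 between WTi and WTc. This lay at a percentile of 98.5 among lists matched on length and expression, of 97.1 with coarser classes of both, and of 1.21 among lists matched on expression alone, so no direction relative to other genes is read from it. After infection their median log2 ratio between GCi and WTi was 0.05, which also lay above all lists matched on length and expression (between -0.06 and 0.01 in 95% of lists). With the trend removed, the median between GCi and GCc was 0.16, at a percentile of 99.0 among lists matched on expression, that between WTi and WTc 0.09, at 94.2, and that between GCi and WTi 0.01, at 92.5, so that the uncorrected fall in the wild type was not seen after this step.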

Interestingly, *nudt7* mutants have a lower GSH/GSSG ratio and therefore an altered redox state following infection, which may explain the enhanced resistance^44^. A larger oxidized glutathione pool was also observed in the GC lines following infection with avirulent *PstAvrB*, and this could contribute to the normal resistance phenotype by compensating for the suppression of defence-related gene expression. The downregulation of AtNUDT7 may affect the phenotype of the GC lines by sensing and modulating the levels of nucleotide analogues, particularly cGMP^44^.

The higher oxidative redox state observed in the GC plants compared to wild-type controls following infection correlated with a decline in the activities of relevant enzymes after infection, namely glutathione reductase (GR) and dihydroascorbate reductase (DHAR), suggesting that cGMP accumulation alters the glutathione cycle. Since no significant changes in genes or proteins regulating the production or removal of ROS or more generally controlling cellular redox state was identified in transcriptomics and proteomics experiments, we can assume that the regulation of these enzymes, and others playing a role in the regulation of redox homeostasis, occurs at post-translational level. This could be achieved by the direct binding of cGMP to target enzymes, as recently reported in Arabidopsis for enzymes involved in Calvin cycle and photorespiration, such as the glycolate oxidase 1 (GOX1)^45^, or indirectly by the regulation of signalling components such as cGMP-dependent protein kinases (PKG), as in animals^46^. Accordingly, phosphorylation was shown to control the activity of the potato NAPDH oxidase RBOHB^47^. 

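For 22 genes listed before the data were examined (glutathione reductases, dehydroascorbate and monodehydroascorbate reductases, ascorbate peroxidases, catalases, the 2 genes of glutathione synthesis and NADPH oxidases), no log2 ratio between GCi and WTi reached 0.5 in either direction. The lowest was that of the catalase gene *CAT1* (AT1G20630), with 75.9 FPKM in WTi and 54.3 in GCi (-0.48), and the highest that of *TAPX* (AT1G77490), with 26.2 and 31.0 (0.24). Of the glutathione reductase genes, *GR1* (AT3G24170) had 92.6 FPKM in both WTi and GCi and *GR* (AT3G54660) a log2 ratio of -0.10, while *DHAR1* (AT1G19570), *DHAR2* (AT1G75270) and *DHAR3* (AT5G16710) had 0.17, 0.10 and 0.11. *APX2* (AT3G09640) was below the expression filter. The median log2 ratio of the other 21 genes was 0.08, at a percentile of 99.9 among 10000 random lists matched on expression. The medians of these lists lay between -0.12 and 0.03 in 95% of lists. Among lists matched on length as well, the percentile was 99.99 (between -0.13 and 0.02 in 95% of lists). As a group these genes thus stood slightly above other genes in GCi, a shift without a replicate check. Between GCc and WTc their median was 0.13. This lay at a percentile of 0.70 among lists matched on expression, but of 20.9 among lists matched on length as well (between 0.01 and 0.37 in 95% of lists), a match added after the first was seen, so no shift of the group is read from it. Among single genes, *DHAR2* was higher in GCc than in WTc by 0.56 and the NADPH oxidase gene *RBOHF* (AT1G64060) had a log2 ratio of -0.58. Their transcripts have 1054 and 3994 bases, and the median log2 ratios of all genes in their length groups were 0.44 and -0.71, so neither is read as a change of its own. From the absence of significant changes in transcripts and proteins the paper proposes that the enzymes are regulated after translation.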

The more oxidized state, particularly the reduction of GR activity and GSH, could be partially responsible for the observed downregulation of SAR-related genes, such as *PR-1* and *PR-5*. Indeed, a reducing environment (particularly reduced GSH) is required for NPR1 activation (monomer formation) and translocation to the nucleus^34^,^48^. Thus the more oxidative environment observed in GC plants may help to maintain NPR1 as an inactive oligomer thus blocking downstream NPR1-dependent gene expression. In agreement with this hypothesis, we observed that high cGMP levels block SAR downstream of SA, as shown by the inability of the transgenic plants to achieve SAR even when treated directly with SA. In contrast, any perturbation in the redox balance may “prime” cells to respond more aggressively to pathogen infection, as shown in the *nudt7* mutant^44^. In this scenario, the oxidative status of the GC line although slightly different from WT plants but statistically significant in both approaches, could be sufficient to explain the impairment of SAR downstream of SA while accounting for the normal resistance phenotype, as an alternative mechanism for compensating for the downregulation of immunity-related genes and proteins.

In addition to *PR* gene expression, other genes related to SAR were downregulated in the GC line following infection with avirulent *PstAvrB*. Two functional categories of genes were significantly overrepresented among the DEGs when GC and wild-type lines were compared, namely those relating to hormone regulation and lipid metabolism, both involving key regulators of SAR^49^. 

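The 5 genes listed under salicylic acid in Supplementary Table S3 were all lower in GCi than in WTi, with log2 ratios between -0.97 and -0.71. Of the 11 genes listed under jasmonic acid, 6 were higher and 5 lower, with log2 ratios from -0.83 to 1.93 and a median of 0.62. The study selected these genes by their difference in the same samples. With a mean FPKM above 1 as the filter, 1 gene of each list dropped out, and in both it was one of the lower genes.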

We found that SA-dependent genes were predominantly downregulated whereas most JA-dependent genes were upregulated, suggesting that high cGMP levels affect the SA/JA regulatory balance. Such regulation likely takes place downstream of hormone biosynthesis according to the fact that the expression of *PR1* and *PDF1.2*, marker genes of SA and JA respectively, is also altered in GC plants directly treated with the hormones. Some DEGs were regulated by ethylene, abscisic acid (ABA), auxins, cytokinins or brassinosteroids, which also play a role in plant–pathogen interactions^50^. Interestingly, an increase in cGMP levels has been observed in response to ABA, auxins, JA and brassinosteroids, indicating a role for cGMP downstream of these hormonal signals^51^,^52^. Together these data suggest that cGMP could exert feedback control on the responses mediated by these phytohormones. 

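Of the 11 genes listed under ethylene in Supplementary Table S3, 6 were lower and 5 higher in GCi than in WTi. The 5 genes that the table names as ethylene-responsive transcription factors were all lower. *RAP2.6* (AT1G43160) had a log2 ratio of -0.54, *RAP2.6L* (AT5G13330) -0.55, *DREB26* (AT1G21910) -0.61, *EBP* (AT3G16770) -0.66 and AT1G71520 -0.75. Of the 5 higher genes, 2 are named there as Integrase-type DNA-binding proteins. AT3G60490, at 0.234 FPKM in WTi and 0.656 in GCi, had 1.18, and *TINY2* (AT5G11590), at 0.694 and 1.35, had 0.87. In the deposited annotation *DREB26* and AT1G71520 carry this same description. Whether all such factors of the list were lower therefore depends on how they are named. Over the whole deposited annotation, 87 genes described as AP2-related, ethylene-responsive or Integrase-type DNA-binding proteins were compared, a wider group chosen after seeing the data, and 14 were lower and 4 higher in GCi by at least 0.5, with a median log2 ratio of -0.14. A first search on symbols and descriptions, replaced after its result was seen, took in 114 genes, 13 lower and 4 higher.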

We also noticed that all ethylene-response factors were downregulated in the GC lines, indicating the negative regulation of these transcription factors in the presence of high levels of cGMP. Ethylene receptor 1 (ETR1) contains a GAF domain, which binds cGMP and mediates light regulation, but the precise function of ETR1 remains unknown^53^,^54^. It would be interesting to investigate whether cGMP suppresses ETR1 by binding to its GAF domain, leading to the repression of ethylene-responsive factors required to establish SAR.

In agreement with the hypothesis described above, ethylene perception may be involved in the generation and/or release of the mobile signal that induces SAR in non-infected tobacco tissues^55^. Accordingly, some of the downregulated genes identified during the transcriptomic analysis of the GC plants mediate SAR signal production, particularly lipid transfer proteins (LTPs) that help to establish SAR in a SA-independent manner^56^. 

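Of the lipid transfer protein genes in Supplementary Table S2, *LP1* (AT2G38540) had 446 FPKM in WTi and 299 in GCi, *LTP2* (AT2G38530) 137 and 75.4, *LTP3* (AT5G59320) 152 and 100, and *LTP4* (AT5G59310) 51.3 and 24.0, log2 ratios of -0.58, -0.86, -0.60 and -1.10. AT2G15050, which the table names as lipid transfer protein LTP7, was higher, with 27.2 FPKM in WTi and 43.8 in GCi. In uninoculated plants the first 4 genes were higher in GC plants, with 571 FPKM in WTc and 999 in GCc for *LP1*, 105 and 220 for *LTP2*, 45.7 and 142 for *LTP3*, and 4.36 and 16.7 for *LTP4*. *LP1* and *LTP2* are neighbours on chromosome 2 and *LTP3* and *LTP4* on chromosome 5, and reads shared between such copies may be divided differently, so single values are uncertain. The transcripts of these 4 genes are short (between 769 and 1113 bases), the class of genes that was higher overall in GCc. The median log2 ratio between GCc and WTc was 0.52 in the shortest length group and 0.44 in the next. In these groups 6.23% and 1.93% of genes were higher by at least 1. *LP1*, *LTP2*, *LTP3* and *LTP4* had 0.81, 1.06, 1.63 and 1.91. The median trend alone therefore falls short of their values, which have no replicate check. AT2G15050 was higher in GC plants before infection too, with 110 FPKM in WTc and 189 in GCc, and its transcript is not short in RefSeq (2801 bases), although its interval in the deposited table is shorter than that.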

Interestingly, mammalian LTPs can act as lipid sensors or mediate signal transduction pathways dependent on phospholipase C^57^. The non-specific LTP DIR1 (Defective in induced resistance 1) is defective in the production or transmission of an essential mobile signal that probably interacts with a lipid-derived molecule to promote long-distance signalling^58^.

Phospholipase D (PLD) and PLD-derived phosphatidic acids are another class of lipid-related molecules that have a fundamental impact on almost all hormone signalling pathways^59^. For example, PLDα1 must be activated downstream of SA^60^,^61^ and PLDα1-PA regulates ABA signalling^62^. Interestingly, PLDα1 was downregulated at the protein level in infected GC plants compared to infected wild-type plants, creating a possible link between the modulation of PLD by cGMP and a phytohormone imbalance that blocks SAR. PLDδ is another defence-related PLD and this was also downregulated in infected GC plants. PLDδ interacts with two cytosolic glyceraldehyde-3-phosphate dehydrogenases (GAPC1 and GAPC2) to regulate lipid metabolism^63^ and it is worth noting that GAPC1 protein accumulation was also downregulated in infected GC plants compared to wild-type counterparts. This suggests that cGMP accumulation in the GC line affects the PLDδ-PA-GAPC1 interaction complex, leading to the downregulation of lipid metabolism indicated by our transcriptomic data. Once again, the modulation of this pathway could help to prevent the GC plants from achieving SAR. Finally, in the SA-independent branch of SAR induction, NO and ROS act directly upstream of the dicarboxylic acid azelaic acid^6^,^64^. We found that *AZA1* was repressed in the infected GC line compared to wild-type plants, and we confirmed that cGMP acts downstream of NO, thus placing cGMP in this pathway. Moreover, the normal NO accumulation observed in transgenic GC plants both at basal level and following infection with avirulent bacterial pathogen (Supplementary Figure 11) ensures that SAR impairment in cGMP-accumulating plants is not due to a higher NO production, known to alter SAR establishment^6^. However, high cGMP levels also affect SA-dependent responses given that the establishment of SAR is also impaired when SA is applied directly. We therefore propose a direct role for cGMP in the control of azelaic acid-mediated SAR, and an indirect role involving the regulation of phytohormone cross-talk. Moreover, the alteration of the redox state by high cGMP content could also influence SAR by impairing the signals mediated by NO, ROS and SA. Nevertheless, we do not rule out the possibility that cGMP could also play a role at systemic level according to the accumulation of the second messenger in distal leaves following infection with *PstAvrB* (Supplementary Fig. S12).

Overall, the characterization of our GC line favours a negative role for cGMP downstream of NO in the regulation of plant defences, in particular SAR, which fits neither with the function of NO in plant defence signalling nor with the putative role proposed for cGMP so far (although this is a general role rather than a specific role in SAR). In particular, it was reported very recently that leaf injury induced the systemic accumulation of cGMP in pumpkin extrafascicular phloem that could function in systemic NO and redox signalling within the EFP as positive defence mechanism against herbivorous^65^. The key feature of the GC line was the constitutive high level of cGMP compared to wild-type plants. However, second messengers such as cGMP usually work by transient accumulation^66^ and this transient aspect is completely abolished in the GC plants. We therefore propose that the high constitutive cGMP levels in the GC lines could desensitize the plants to cGMP stimuli, i.e. the biphasic variations required for normal cGMP signal perception and responses. In agreement with this hypothesis, the comparison of DEGs in plants constitutively accumulating cGMP (this study) or in roots treated with a bolus of the analogue 8-Br-cGMP for 2 or 5 h^67^, reveal only a slight overlap between the datasets (Supplementary Fig. S13). Interestingly, most of the common DEGs in these datasets are diametrically regulated, indicating that the constitutive high cGMP levels in our GC lines suppress genes that are normally induced by transient cGMP spikes (8-Br-cGMP or transient increases observed during the HR). Accordingly, the rapid desensitization of GC in animal cells, in concert with variations in the rate of cGMP degradation, provides a fundamental mechanism for shaping cellular cGMP responses and this is likely to facilitate the decoding of NO signals under both physiological and pathophysiological conditions^68^,^69^. Furthermore, silencing the rod PDEγ in W70A mutant mice leads to cGMP accumulation, which is responsible for a loss-of-function phenotype involving a desensitized response to light^69^.

We have demonstrated the first genetic approach to study the role of cGMP in plant defence responses by expressing mammalian soluble GC in *A. thaliana* plants. The characterization of local responses of transgenic GC plants accumulating more than 50-fold more cGMP revealed normal cell death and resistance. In contrast, the modulation of gene expression and protein abundance at the local level had a negative impact on the establishment of SAR in GC plants challenged with an avirulent pathogen, with a strong effect on hormone-related responses and lipid metabolism and transport. These results represent the first evidence of the participation of cGMP in plant systemic responses induced by bacterial infection, acting in particular at local infection level by regulating SAR signal production and transport. Moreover, the use of such cGMP-accumulating transgenic plants creating a possible model of cGMP desensitization indicated that cGMP effect is likely mediated not strictly by its absolute concentration but rather its biphasic variations. The analysis of SAR in plants depleted for cGMP, e.g. plants overexpressing PDE, will help to confirm further the desensitization of GC lines to cGMP signals to confirm that cGMP-mediated responses require such precise transient biphasic variation to control the signals that induce SAR.

## Methods

### Plant material and growth conditions

The *A. thaliana* plants used in this study were ecotype Columbia (Col-0) and a line expressing the GRX-roGFP2 probe was already available^38^. Plants were grown in a growth chamber with a short day cycle of white light (~100 μE), 24 °C/22 °C day/night temperature and 70% relative humidity.

For the selection of transgenic plants, seeds were surface sterilized and plated in Petri dishes on half-strength Murashige & Skoog (MS) medium containing 0.8% agar (Duchefa Biochemie, Haarlem, Netherlands) and appropriate antibiotics. After cold-treatment for 2–3 days, the plates were transferred to the growth chamber, and seedlings were transferred to soil when they were 10–12 days old.

### Generation of *A. thaliana* plants expressing mammalian soluble guanylate cyclase

The alpha and beta subunits of mammalian soluble guanylate cyclase (GC) (GenBank M57405 and M22562) were previously cloned as cDNAs from rat lungs an transferred to a mammalian expression vector^71^,^72^. These vectors were kindly provided by Dr M Nakane, Chicago Futabakai Japanese School, Chicago, Illinois. Both genes were transferred to a plant expression vector containing the CaMV 35S promoter using Gateway technology (Invitrogen, Thermo Fisher Scientific, Waltham, Massachusetts, USA). This involved the initial transfer of each gene into the pENTR vector (Invitrogen), then the alpha subunit cDNA was transferred to vector pH7WG2, conferring hygromycin resistance, and the beta subunit cDNA was transferred to vector pB7WG2, conferring phosphinothricin resistance, to allow the selection of double transformants based on dual resistance. *A. thaliana* Col-0 plants were co-transformed using the floral-dip method^73^ with a 1:1 ratio of two strains of *Agrobacterium tumefaciens* GV3101 containing each vector. Seeds were surface sterilized and plated on half-strength MS medium including 0.8% agar and the antibiotics needed for dual selection.

### Generation of *A. thaliana* GC plants expressing the GRX-roGFP2 probe

The GC transgenic line described above was super-transformed using the floral-dip method^73^ with *A. tumefaciens* strain GV3101 carrying the GRX-roGFP2 construct under the control of the UBQ10 promoter^38^,^74^. Seeds were surface sterilized and plated on half-strength MS medium including 0.8% agar and the seedlings were screened under a stereomicroscope equipped with a fluorescent lamp and green fluorescent protein (GFP) filter. Seedlings expressing GFP were isolated and transferred to soil. Seeds from two independent transgenic lines were combined and used for the pathogen challenge experiments. None of the transgenic lines showed an abnormal phenotype under our standard growth conditions.

### Plant infection and treatment

*Pseudomonas syringae* pv. *tomato* DC3000 (*Pst*) and *Pst* DC3000 carrying the avirulence gene *AvrB* (*PstAvrB*) were grown overnight at 28 °C in King’s B medium containing the appropriate antibiotics (50 mg/L rifampicin, 50 mg/L kanamycin). Bacteria were pelleted, washed three times with 10 mM MgCl_2_, resuspended, and diluted in 10 mM MgCl_2_ to the desired concentration (generally 10^7^ cfu/mL, but 5 × 10^5^ cfu/mL for bacterial growth assays). The bacterial solutions were infiltrated from the abaxial side into leaves using a 1-mL syringe without a needle. Control (mock) inoculations were carried out with 10 mM MgCl_2_. For transgene induction, *hmpX* plants were sprayed with a solution of 3 mM dexamethasone (DEX) in 0.01% Tween-20 24 h before pathogen infiltration.

### Analysis of cell death

The HR electrolyte leakage assay was carried out as previously described^75^. Leaf discs (8 mm diameter) were vacuum-infiltrated with bacterial suspensions (1 × 10^7^ cfu/mL), rinsed in water for 30 min and then transferred to Petri dishes containing 6 mL Milli-Q water, and conductance was measured over for 24 h using a B-173 compact conductivity meter (Horiba Ltd, Kyoto, Japan).

### Analysis of bacterial growth and systemic acquired resistance

Bacterial growth kinetics in *A. thaliana* leaves was investigated by infiltrating the leaves with 2.5 × 10^5^ cfu/mL of bacterial suspension and assaying the growth as previously reported^76^.

### Extraction of cGMP from leaves

Approximately 0.1–0.15 g of *A. thaliana* leaf tissue was collected from wild-type and transgenic GC lines in a 1.5-mL Eppendorf tube containing glass beads. The tubes were frozen in liquid nitrogen and ice-cold 6% trichloroacetic acid (TCA) was added before mechanical grinding. The homogenate was centrifuged three times (10,000 × *g*, 5 min, 4 °C) and the aqueous supernatant was washed four times with five volumes of water-saturated diethyl ether on ice. Finally, the samples were frozen in liquid nitrogen and lyophilized overnight.

### AlphaScreen cGMP assay

A biotinylated cGMP supplement containing an anti-cGMP antibody, protein A-coated acceptor beads and streptavidin-coated donor beads was purchased from Perkin Elmer Corp. (Waltham, Massachusetts, USA). Biotinylated cGMP was prepared at a concentration of 5 nM in assay buffer (25 mM HEPES, pH 7.4, 100 mM NaCl, 0.1% Tween-20) containing 1 mg/mL bovine serum albumin (BSA). The acceptor bead mix was prepared in assay buffer with the anti-cGMP antibody (diluted 1:2000) and protein A-coated acceptor beads (50 μg/mL). Streptavidin-coated donor beads were prepared in assay buffer at a concentration of 100 μg/mL. The cGMP standard was prepared as a serial dilution from 0.5 nM to 5 μM in assay buffer without BSA. Lyophilized samples were resuspended in assay buffer without BSA. The reaction was carried out in white opaque 384-well plates (Optiplate TM-384, Perkin Elmer) with 10 μL of the acceptor bead mix in each well together with 5 μL of cGMP standard dilutions or lyophilized samples. The plates were incubated for 20 min at room temperature in the dark before adding 5 μL of biotinylated cGMP and incubating for a further 5 min at room temperature. Finally, 5 μL of diluted streptavidin-coated donor beads was added and the reaction was incubated for 2 h at room temperature in the dark. Fluorescence was then measured using the Enspire multi-label plate reader (Perkin Elmer).

### Redox imaging

Whole leaves from 5–6-week-old plants expressing the GRX-roGFP2 redox sensor**38, inoculated with 10^7^ cfu/mL avirulent *PstAvrB* or 10 mM MgCl_2_ as a control, were cut at the level of the petiole, gently placed on a slide and covered with a coverslip, and viewed using a Nikon Ti-E inverted fluorescence microscope (Nikon Corp., Tokyo, Japan) with a CFI Plan Fluor 4 × N.A. 0.13 dry objective. The slides were illuminated using a Prior Lumen 200 PRO fluorescent lamp (Prior Scientific, Cambridge, UK) with 4 × 4 CCD binning, switching between 470/40 nm (100 ms exposure) and 405/40 nm (500 ms exposure). Images were collected using a Hamamatsu Dual CCD Camera ORCA-D2 (Hamamatsu Photonics, Hamamatsu City, Japan). The GRX-roGFP2 emissions were collected using a 505–530 nm bandpass filter (Chroma Technology Corp., Bellows Falls, Vermont, USA) at both excitation wavelengths. Images were acquired every 5 s for 1 min. NIS-Elements software (Nikon) was used to control the microscope, illuminator, camera and post-acquisition analysis. Fluorescence intensity was determined over regions of interest corresponding to the entire visual field with no background subtraction. For GRX-roGFP2 analysis, the two emissions covering the region of interest were used to calculate the 405/488 ratios of individual images during the 1-min acquisition interval, and the averaged ratios were normalized to those of the mock-infiltrated plants. The experiments were repeated with three different plants and at least with two different leaves per condition per plant.

### Ascorbate and glutathione assays

Approximately 0.3 g of *A. thaliana* leaf material was collected from wild-type and transgenic GC lines and homogenized with six volumes of 5% meta-phosphoric acid at 4 °C. The homogenate was centrifuged at 20,000 × *g* for 15 min at 4 °C, and the supernatant was collected for the analysis of ascorbate (ASC) and glutathione (GSH) levels and redox states as previously described^77^. ASC and GSH levels were calculated as percentages compared to the mock-infiltrated plants.

### Enzyme assays

Leaves from wild-type and transgenic GC lines were ground in liquid nitrogen and homogenized at 4 °C in four volumes of 50 mM Tris-Cl (pH 7.8), 0.05% (w/v) cysteine, 0.1% (w/v) BSA and 1 mM ASC. The homogenate was centrifuged at 20,000 × *g* for 15 min at 4 °C and the supernatant was analyzed by spectrophotometry. Proteins were quantified using the Bradford method^78^ with BSA as a standard.

The activities of ASC peroxidase (APX) (L-ASC:H_2_O_2_ oxidoreductase, EC 1.11.1.11), monodehydroascorbate reductase (MDHAR) (NADH:ASC free radical oxidoreductase, EC 1.6.5.4), dehydroascorbate reductase (DHAR) (GSH:dehydroascorbate oxidoreductase, EC 1.8.5.1) and GSH reductase (GR) (NADPH:GSH disulfide oxidoreductase, EC 1.6.4.2) were determined as previously described^79^. Catalase (CAT) (H_2_O_2_:H_2_O_2_ oxidoreductase, EC 1.11.1.6) activity was determined as previously described^80^ with minor modifications, by following H_2_O_2_ dismutation at 240 nm in a reaction mixture comprising 0.1 M phosphate buffer (pH 7.0), 50–100 μg protein and 18 mM H_2_O_2_ (extinction coefficient 23.5 mM^−1^ cm^−1^). Enzyme activities were calculated as percentages compared to the mock-infiltrated plants.

### RNA isolation

RNA was isolated using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. RNA quality and quantity were determined using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). Total RNA was purified using the TURBO DNA-free™ Kit (Thermo Fisher Scientific) and first-strand cDNA was synthesized using SuperScript™ II reverse transcriptase (Thermo Fisher Scientific). The cDNA was used for real-time RT-PCR analysis or samples were processed for library preparation.

### Real-time RT-PCR expression analysis

Real-time RT-PCR was carried out using Platinum^®^ SYBR^®^ Green qPCR SuperMix-UDG (Thermo Fisher Scientific) and the *Actin2* housekeeping gene (GenBank AF428330.1). For each gene of interest, the expression has been calculated as the relative transcript abundance respect to the expression of *Actin2* used as reference gene. Three technical replicates for each biological replicate were used for each sample and template-free negative control. Gene-specific primers were designed using Primer3 software and their sequences are shown in Supplementary Table S1.

### Proteomic analysis

Wild-type and transgenic GC lines infected with avirulent *PstAvrB* or mock infiltrated controls were collected at 24 hpi. Three biological replicates for each condition were prepared, where each replicate corresponded to the pool of three leaves coming from three different plants. A detailed description of the procedure is provided in Supplementary Information.

### RNA-Seq analysis

Wild-type and transgenic GC lines infected with avirulent *PstAvrB* or mock infiltrated controls were collected at 12 hpi. Three biological replicates for each condition were prepared, where each replicate corresponded to the pool of three leaves coming from three different plants. Total RNA was extracted as described above and detailed description of RNA-Seq procedure is provided in Supplementary Information.

### RNAseq data deposition

Transcriptome sequence data from this article can be found in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under the series entry GSE86471 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86471).

### Gene ontology

Gene ontology (GO) analysis was carried out for term enrichment using the AgriGO Single Enrichment Analysis tool^81^ with TAIR10 GO annotations and full GO, as well as The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 with TAIR_ID gene lists^82^,^83^. The hypergeometric test was used with Benjamini-Hochberg FDR correction and p < 0.05. Genes expressed at low and higher levels were analyzed separately.

### Statistical Analysis

All data were presented as means ± standard deviation (SD). Statistical analysis was carried out using GraphPad Prism v4.02. One-way analysis of variance (ANOVA) and non-parametric tests were used with p-values determined using Tukey’s comparison test or Student’s *t*-test. Differences were considered statistically significant at p < 0.05.

## Additional Information

**How to cite this article**: Hussain, J. *et al*. Constitutive cyclic GMP accumulation in *Arabidopsis thaliana* compromises systemic acquired resistance induced by an avirulent pathogen by modulating local signals. *Sci. Rep.* **6**, 36423; doi: 10.1038/srep36423 (2016).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
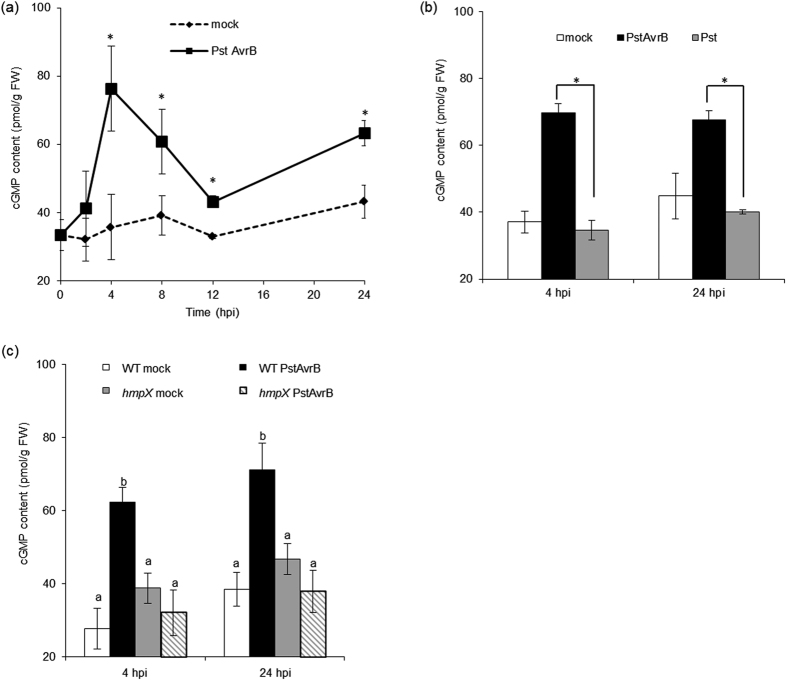
Variation in cGMP levels in *A. thaliana* plants over time in response to *PstAvrB*. Measurement of the cGMP content in (**a**) *A. thaliana* Col-0 leaves infiltrated with *PstAvrB* (10^7^ cfu/mL) and collected at different time points during the course of infection, (**b**) *A. thaliana* Col-0 leaves infiltrated with *PstAvrB* (10^7^ cfu/mL) or *Pst* (10^7^ cfu/mL) at 4 and 24 hpi, (**c**) *A. thaliana* Col-0 and *hmpX* transgenic plants infiltrated with *PstAvrB* (10^7^ cfu/mL) at 4 and 24 hpi. In each experiment, mock-infiltrated plants were used as controls. Values are means ± SEM of at least three biological replicates, each including three technical replicates. FW: fresh weight. Asterisks or different letters indicate a statistical difference (p < 0.05) according to Student’s *t*-test (**a,b**) or ANOVA test (**c**).

**Figure 2:**
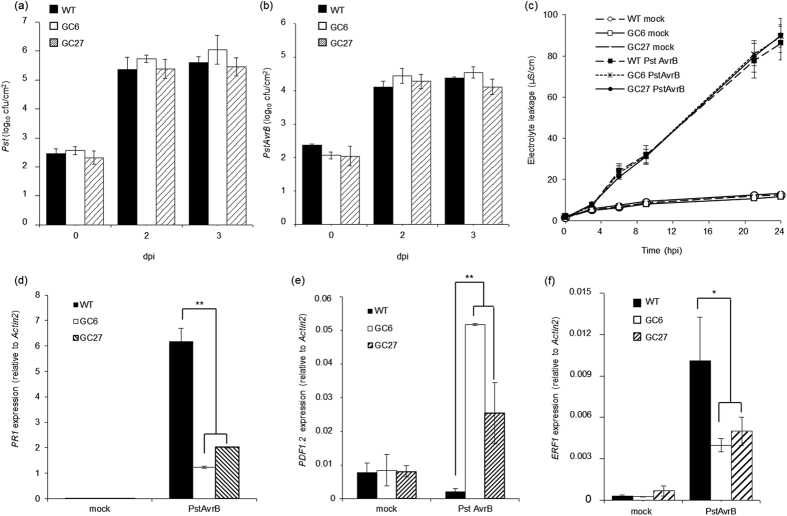
Plants accumulating cGMP show normal local resistance and hypersensitive cell death but dysregulated defence-related gene expression. Plant resistance was assessed by bacterial counting following the infection of *A. thaliana* Col-0, GC6 or GC27 plants with (**a**) virulent *Pst* (5 × 10^5^ cfu/mL) or (**b**) avirulent *PstAvrB* (5 × 10^5^ cfu/mL). (**c**) Hypersensitive cell death was quantified by measuring ion leakage in *A. thaliana* Col-0, GC6 or GC27 plants infected with *PstAvrB* (10^7^ cfu/mL). (**d–f**) *A. thaliana* Col-0, GC6 or GC27 plants were infiltrated with *PstAvrB* (10^7^ cfu/mL) and leaf samples were collected 12 hpi for the analysis of the expression of *PR-1* (**d**), *PDF1.2* (**e**) and *ERF1* (**f**) by real-time RT-PCR using gene-specific primers. The expression level of each gene was normalized to that of *Actin2*. In each experiment, mock-infiltrated plants were used as controls. Values are means ± SEM of at least three biological replicates. Asterisks indicate a statistical difference (*p-value < 0.1; **p-value < 0.05) according to Student’s *t*-test.

**Figure 3:**
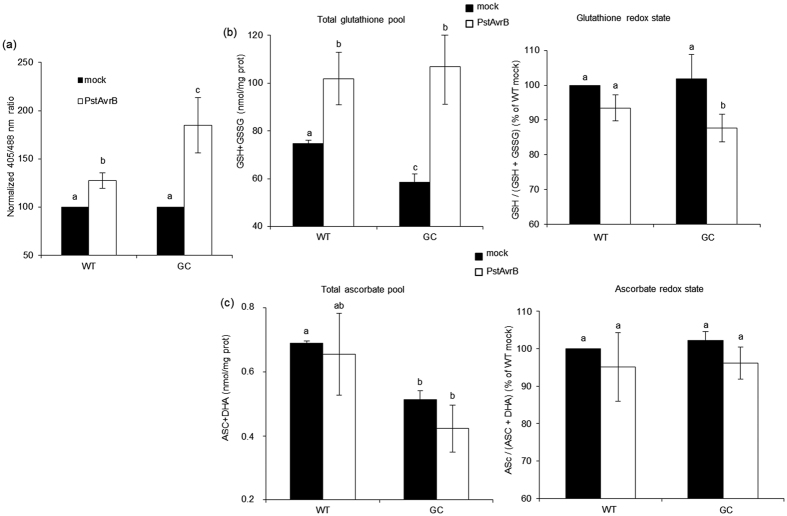
High levels of cGMP alter the glutathione and ascorbate pools as well as the glutathione redox state following infection with *PstAvrB*. (**a**) *A. thaliana* Col-0 and GC plants expressing the genetically encoded GRX-roGFP2 probe were infiltrated with *PstAvrB* (10^7^ cfu/mL). Entire detached inoculated leaves were then observed by fluorescent microscopy 24 hpi and fluorescence emission was evaluated for each condition. Fluorescence values obtained for infected wild-type and GC plants were normalized respect to the values obtained for mock samples, which were fixed to 100 in each biological replicate. (**b,c**) *A. thaliana* Col-0 and GC plants were infiltrated with *PstAvrB* (10^7^ cfu/mL). The total glutathione pool and GSH/(GSH + GSSG) ratio (**b**) as well as total ascorbate pool and ASC/(ASC + DHA) ratio (**c**) were measured 24 hpi. Values obtained for GSH/(GSH+GSSG) and ASC/(ASC+DHA) ratio were normalized respect to the values obtained for mock-infiltrated wild-type samples, which were fixed to 100 in each biological replicate. In each experiment, mock-infiltrated plants were used as controls. Values are means ± SD of three biological replicates. Different letters indicate a statistical difference (p < 0.05) according to Student’s *t*-test (**a**) or ANOVA (**b,c**). GSH, reduced glutathione; GSSG, oxidized glutathione; ASC, ascorbate; DHAR, dihydroascorbate.

**Figure 4:**
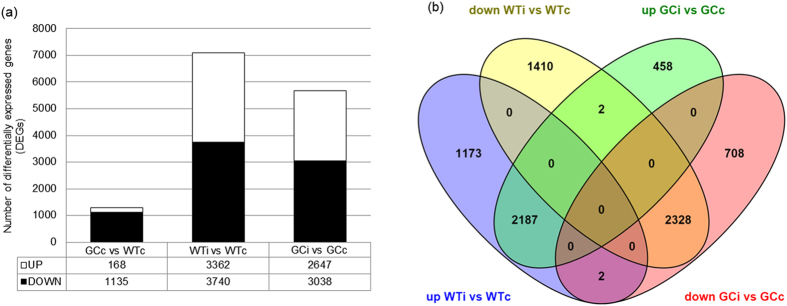
High levels of cGMP modulate both basal and *PstAvrB*-induced gene expression. (**a**) Number of differentially expressed genes (DEGs) in GC plants compared to wild-type plants under basal conditions (GCc, WTc) and following infection with *PstAvrB* (10^7^ cfu/mL) (GCi, WTi). The white bars represent upregulation and the black bars represent downregulation. (**b**) Venn diagram showing the number of unique and common DEGs (induced or repressed) in GC and wild-type plants following infection with *PstAvrB*. The Venn diagram was generated using VENNY (http://bioinfogp.cnb.csic.es/tools/venny/index.html).

**Figure 5:**
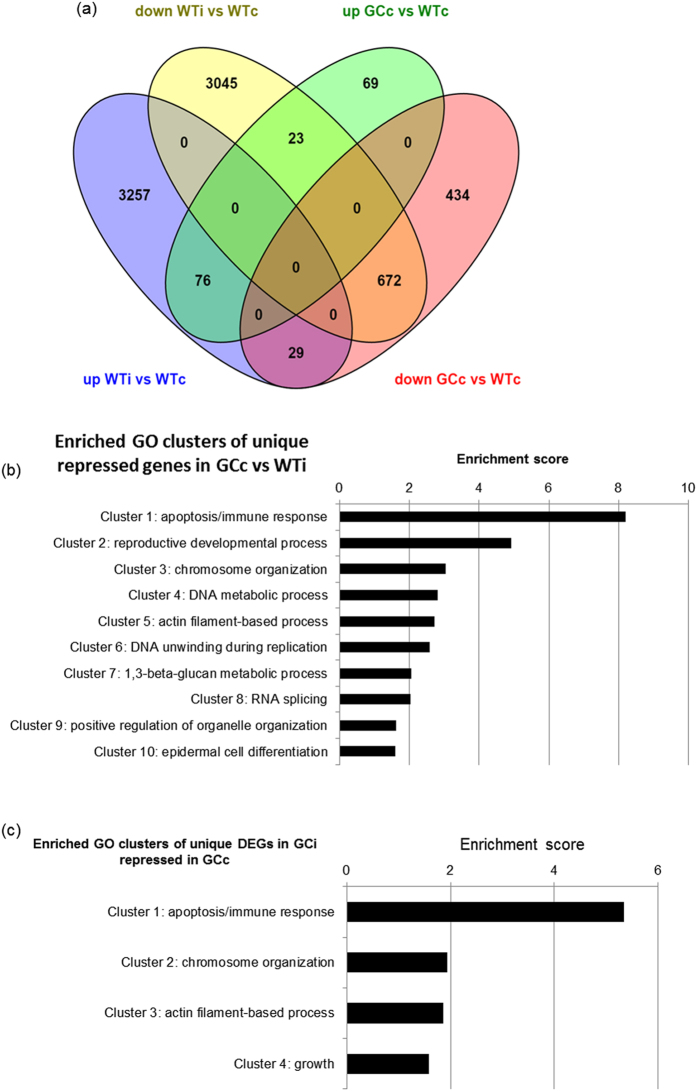
The infection of GC plants with *PstAvrB* abolishes many differences in basal gene expression between GC and wild-type plants. (**a**) Venn diagram showing the number of common and unique DEGs (induced or repressed) under basal conditions in GC plants or in infected wild-type plants. The Venn diagram was generated using VENNY (http://bioinfogp.cnb.csic.es/tools/venny/index.html). (**b**) Clusters of GO categories overrepresented in DEGs that are downregulated in GC plants under basal conditions but not in infected wild-type plants, relative to the whole genome. (**c**) Clusters of GO categories overrepresented in DEGs that are downregulated in GC plants under basal conditions but upregulated uniquely in infected GC plants relative to the whole genome. Cluster enrichment was analyzed using DAVID (https://david.ncifcrf.gov/tools.jsp).

**Figure 6:**
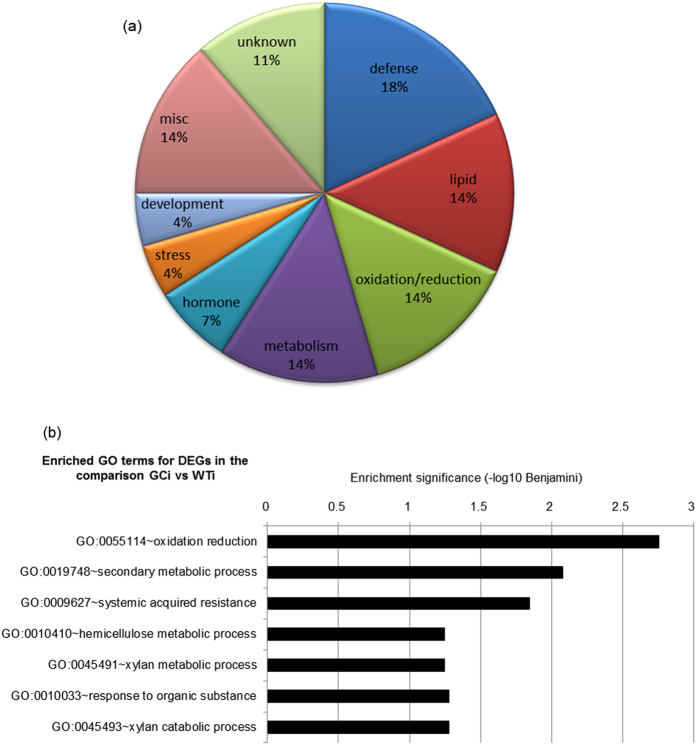
Infected GC plants show the modulated expression of genes related directly or indirectly to SAR. (**a**) Functional category distribution of downregulated genes in GC plants after infection compared to infected wild-type plants. (**b**) GO categories overrepresented in DEGs that are downregulated in infected GC plants compared to infected wild-type plants. GO category enrichment was analyzed using DAVID (https://david.ncifcrf.gov/tools.jsp).

**Figure 7:**
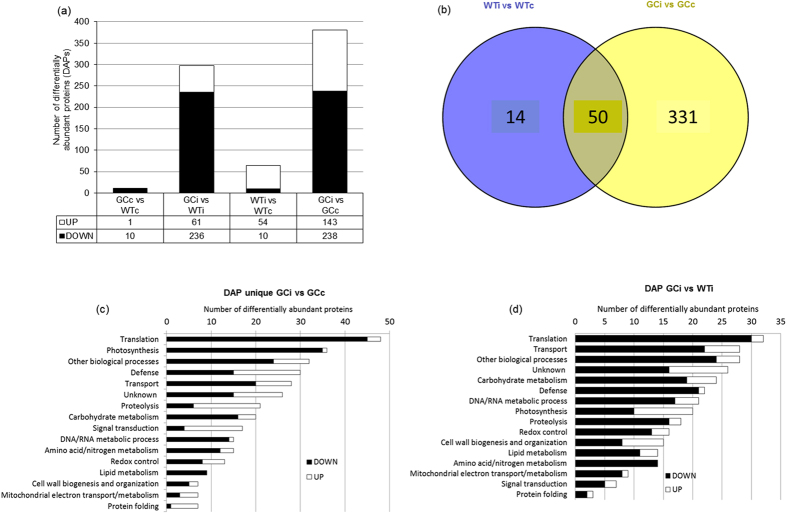
Proteomic analysis reveals the strong modulation of protein levels in *PstAvrB*-infected GC plants compared to wild-type controls. (**a**) The number of differentially abundant proteins in GC plants compared to wild-type plants under basal conditions and following infection with *PstAvrB* (10^7^ cfu/mL). The white bars represent upregulation and the black bars represent downregulation. (**b**) Venn diagram showing the number of unique and common differentially abundant proteins in GC and wild-type plants following infection with *PstAvrB* (10^7^ cfu/mL). (**c**) Functional category distribution of unique differentially abundant proteins following the infection of GC plants with *PstAvrB* (10^7^ cfu/mL). (**d**) Functional category distribution of differentially abundant proteins in infected GC plants compared to infected wild-type plants.

**Figure 8:**
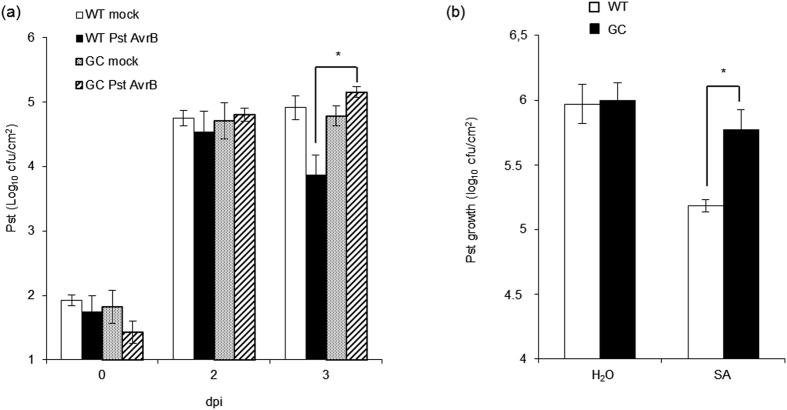
SAR induced by *PstAvrB* and salicylate is compromised in plants accumulating cGMP. Two fully-expanded *A. thaliana* Col-0 or GC leaves were infiltrated (primary inoculation) with *PstAvrB* (10^7^ cfu/mL) (**a**) or salicylic acid (1mM) (**b**). Mock-infiltrated (**a**) or water-infiltrated (**b**) plants were used as controls of *PstAvrB*-induced or SA-induced SAR, respectively. In each experiment, the upper uninfected leaves were then infiltrated with virulent *Pst* (2.5 × 10^5^ cfu/mL). Data are expressed as means of three replicates ± SD. Experiments were carried out three times with similar results. Asterisks indicate a statistical difference (p < 0.05) according to ANOVA test.

**Figure 9:**
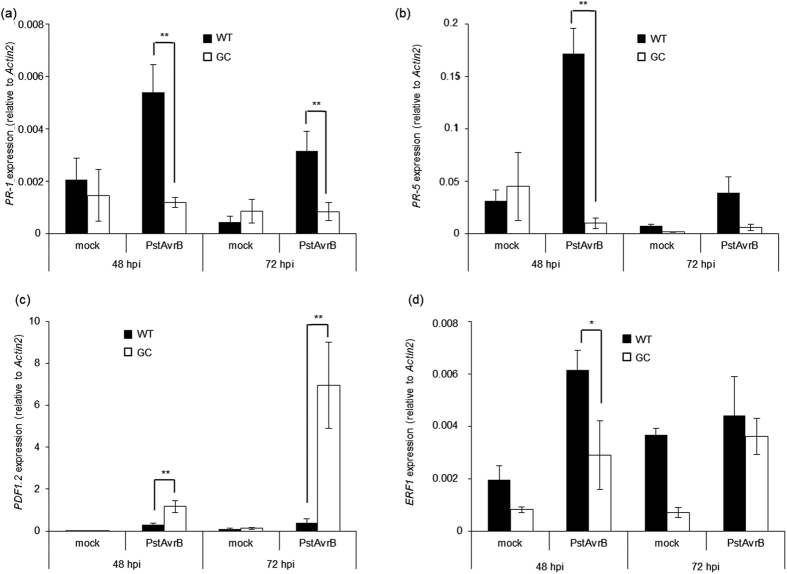
High levels of cGMP alter hormone-dependent gene expression in response to *PstAvrB* at a systemic level. *A. thaliana* Col-0 and GC plants were infiltrated with *PstAvrB* (10^7^ cfu/mL) and distal uninfected leaves were collected 48 and 72 hpi for the analysis of *PR-1* (**a**), *PR-5* (**b**), *PDF1.2* (**c**) and *ERF1* (**d**) expression by real-time RT-PCR using gene-specific primers. The expression level of each gene was normalized to that of *Actin2*. In each experiment, mock-infiltrated plants were used as controls. Values are means ± SEM of at least three biological replicates. Asterisks indicate a statistical difference (*p < 0.1; **p-value < 0.05) according to ANOVA test.

**Table 1:** Genes directly involved in the regulation/establishment of SAR that are downregulated in infected GC plants compared to infected wild-type plants.

Gene ID	TAIR Functional description	log_2_FC
AT4G37150	Methyl esterase 9	−0.8
AT2G14610	Pathogenesis-related gene 1	−1.2
AT1G75040	Pathogenesis-related gene 5	−0.7
AT1G19250	Flavin-dependent monooxygenase 1	−1.0
AT3G04720	Pathogenesis-related 4	−0.6
AT4G12470	Azelaic acid induced 1	−0.6
AT5G36970	NDR1/HIN1-like 25	−1.33
AT1G02205	Fatty acid hydroxylase superfamily	−1.2

Annotations were manually curated. FC: fold change.

**Table 2:** Defence-related proteins whose abundance differs between infected GC and infected wild-type plants.

ID gene	TAIR Functional description	log_2_FC
AT3G54960	Disulfide isomerase-like	1.09
AT5G09650	Pyrophosphorylase 6	−1.10
AT1G80460	Non host resistance to *P. syringae* pv. *phaseolicola* 1	−1.21
AT3G04120	Glyceraldehyde-3-phosphate dehydrogenase c subunit	−1.23
AT1G76680	12-Oxophytodienoate reductase 1	−1.42
AT4G08900	Arginine amidohydrolase 1	−1.48
AT2G34040	Apoptosis inhibitory protein 5	−1.72
AT3G15730	Phospholipase D alpha 1	−1.81
AT3G26650	Glyceraldehyde 3-phosphate dehydrogenase a subunit	−1.81
AT1G22410	Class-II DAHP synthetase	−2.01
AT5G43940	S-Nitrosoglutathione reductase	−2.11
AT3G44300	Nitrilase 2	−2.44
AT4G35790	Phospholipase D delta	−2.47
AT4G37980	Cinnamyl-alcohol dehydrogenase 7	−2.84
AT1G04980	Protein disulfide isomerase 10	−3.16
AT3G53180	Nodulin/glutamine synthase-like protein	−3.55
AT2G20630	PP2C induced by AvrRPM1	−3.62
AT4G01070	UDP-glucose-dependent glucosyltransferase 72 B1	−4.18
AT1G52400	Beta-glucosidase 1	−4.18
AT4G12720	*Arabidopsis thaliana* Nudix hydrolase homolog 7 (Nudt7)	−4.94
AT3G60190	Dynamin-related protein 1E, also known as EDR3	−5.64
AT2G41560	Autoinhibited Ca^2+^-ATPase, isoform 4	−11.48

Annotations were manually curated. FC: fold change.

# Supplementary material for: Constitutive cyclic GMP accumulation in Arabidopsis thaliana compromises systemic acquired resistance induced by an avirulent pathogen by modulating local signals
**Source:** Sci Rep. 2016 Nov 4;6:36423. doi: 10.1038/srep36423
**Supplement:** Supplementary Information

**Constitutive cyclic GMP accumulation in *Arabidopsis thaliana* compromises systemic acquired resistance induced by an avirulent pathogen by modulating local signals**

Jamshaid Hussain<sup>1¶a</sup>, Jian Chen<sup>1¶b</sup>, Vittoria Locato<sup>2¶</sup>, Wilma Sabetta<sup>3¶c</sup>, Smrutisanjita Behera<sup>4</sup>, Sara Cimini<sup>2</sup>, Francesca Griggio<sup>1</sup>, Silvia Martínez-Jaime<sup>5</sup>, Alexander Graf<sup>5</sup>, Mabrouk Bouneb<sup>1,d</sup>, Raman Pachaiappan<sup>1,e</sup>, Paola Fincato<sup>2</sup>, Emanuela Blanco<sup>3</sup>, Alex Costa<sup>4</sup>, Laura De Gara<sup>2</sup>, Diana Bellin<sup>1,\*</sup>, Maria Concetta de Pinto<sup>6</sup> and Elodie Vandelle<sup>1,\*</sup>

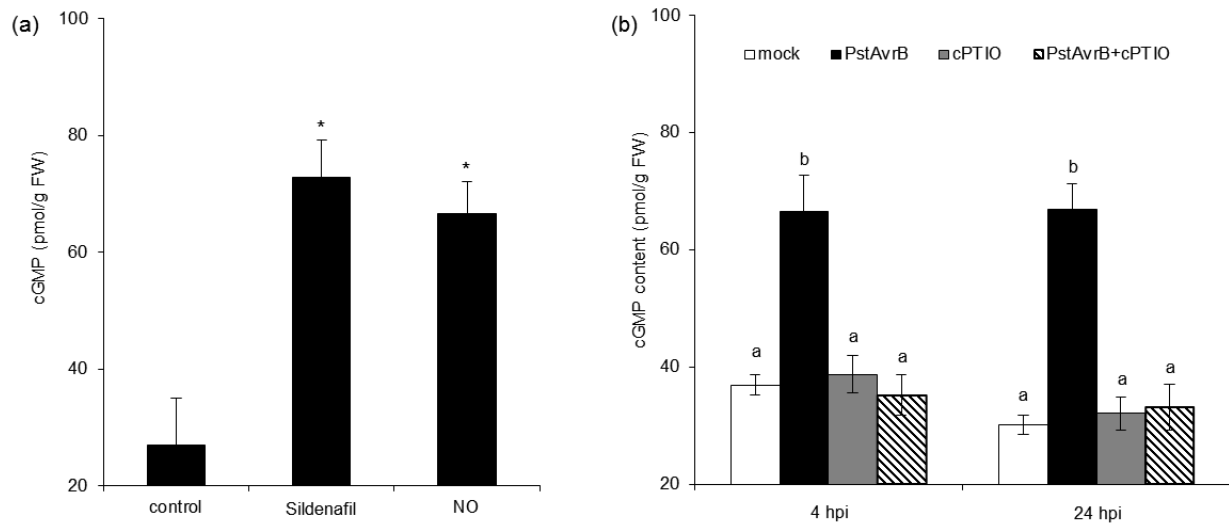

**Supplementary Figure S1. Effect of phosphodiesterase inhibitor infiltration or NO fumigation on cGMP levels in *A. thaliana* and suppression of the *PstAvrB*-induced increase in cGMP level by the NO scavenger cPTIO.** *A. thaliana* Col-0 leaves were infiltrated with sildenafil citrate (1 mg/mL) for 4 hours or fumigated with NO gas 100 ppm for 3 hours (a) or infected with *PstAvrB* ( $10^7$  cfu/mL) for 4 and 24 hours in the presence or absence of cPTIO (500  $\mu$ M) (b). In each experiment, mock-treated plants were used as controls. cGMP content was measured using AlphaScreen technology. Values are means  $\pm$  SE from three independent experiments. Asterisks or different letters indicate a statistical difference ( $p < 0.05$ ) according to Student's *t*-test (a) or ANOVA test (b). FW: fresh weight.

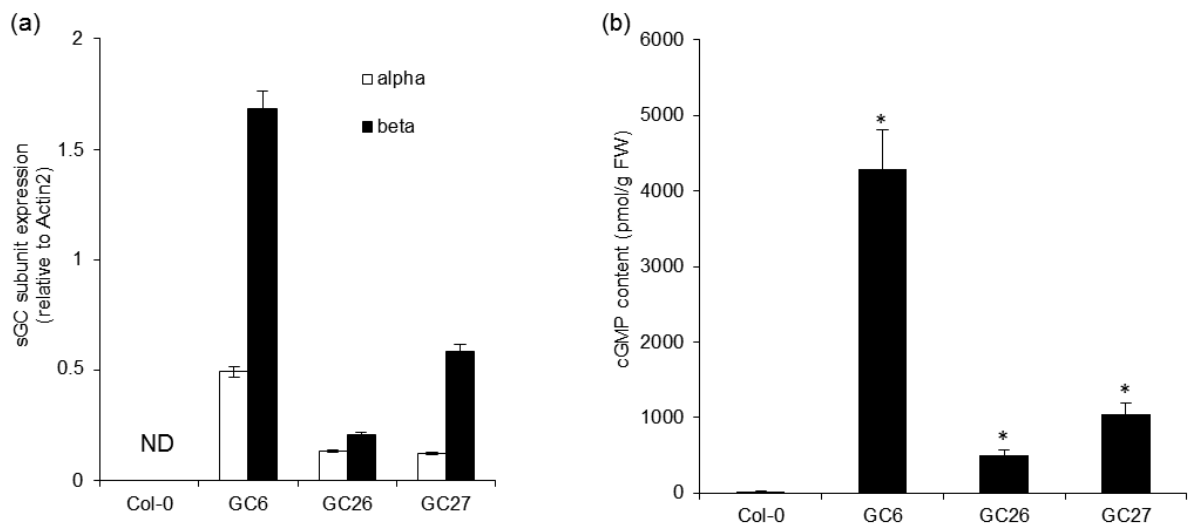

**Supplementary Figure S2. Transgenic *A. thaliana* GC lines showing the expression of both the alpha and beta soluble guanylate cyclase subunits and displaying high constitutive levels of cGMP.** (a) Total RNA was extracted from naïve *A. thaliana* Col-0 leaves and three independent homozygous GC lines. Real-time RT-PCR was carried out using subunit-specific primers. The expression level of genes encoding the alpha and beta subunits was normalized to the expression level of *Actin2*. (b) The cGMP content was measured in naïve *A. thaliana* Col-0 leaves and three independent GC lines using AlphaScreen technology. Values are means  $\pm$  SE from two independent experiments. Asterisks indicate a statistical difference ( $p < 0.05$ ) according to Student's *t*-test. FW: fresh weight.

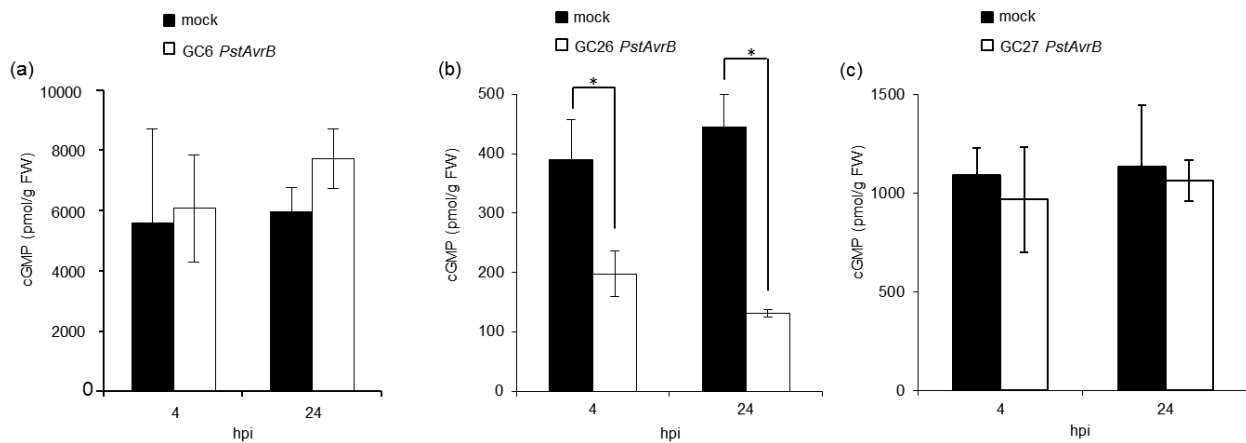

**Supplementary Figure S3. High cGMP content is maintained in GC6 and GC27 lines at similar level during the pathogen infection but not in line GC26.** The cGMP content was measured in three independent GC lines, namely line GC6 (a), GC26 (b) and GC27 (c) following infection with the avirulent bacterial pathogen *PstAvrB* ( $10^7$  cfu/mL) at 4 and 24 hours post-infection. Values are means  $\pm$  SE from two independent experiments. Asterisks indicate a statistical difference ( $p < 0.05$ ) according to Student's *t*-test. FW: fresh weight.

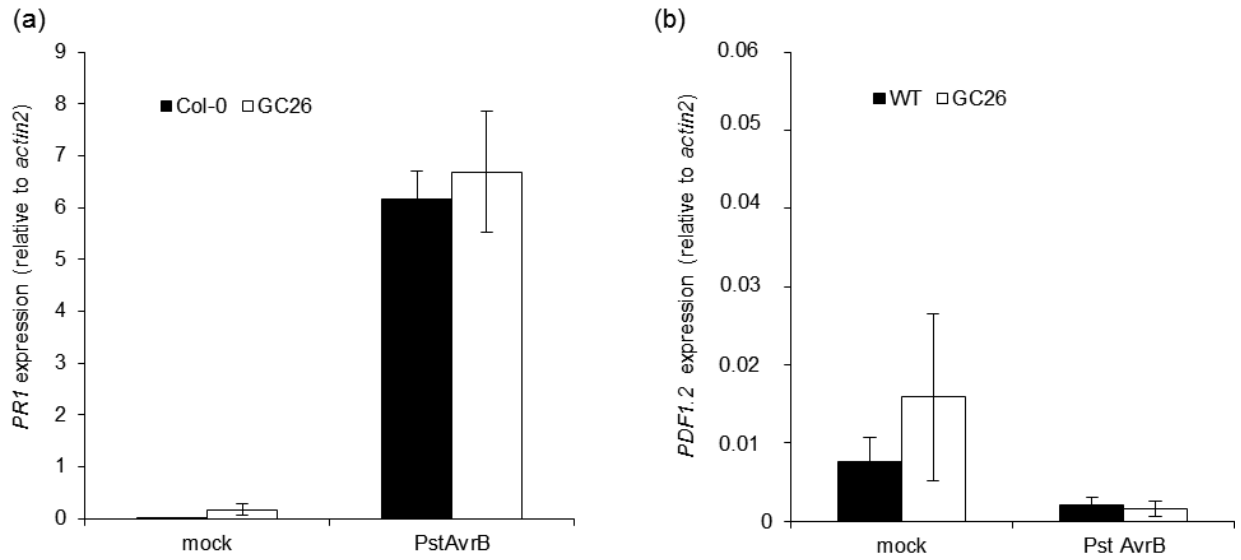

**Supplementary Figure S4. Line GC26 displays normal defense gene expression in response to infection with *PstAvrB*.** Leaf samples were collected from *A. thaliana* Col-0 leaves or transgenic GC26 line 12 hpi with the avirulent pathogen *PstAvrB* ( $10^7$  cfu/mL) for the analysis of the expression of *PR-1*(a) and *PDF1.2* (b) by real-time RT-PCR using gene-specific primers. The expression level of each gene was normalized to that of *Actin2*. In each experiment, mock-infiltrated plants were used as controls. Values are means  $\pm$  SEM of at least three biological replicates.

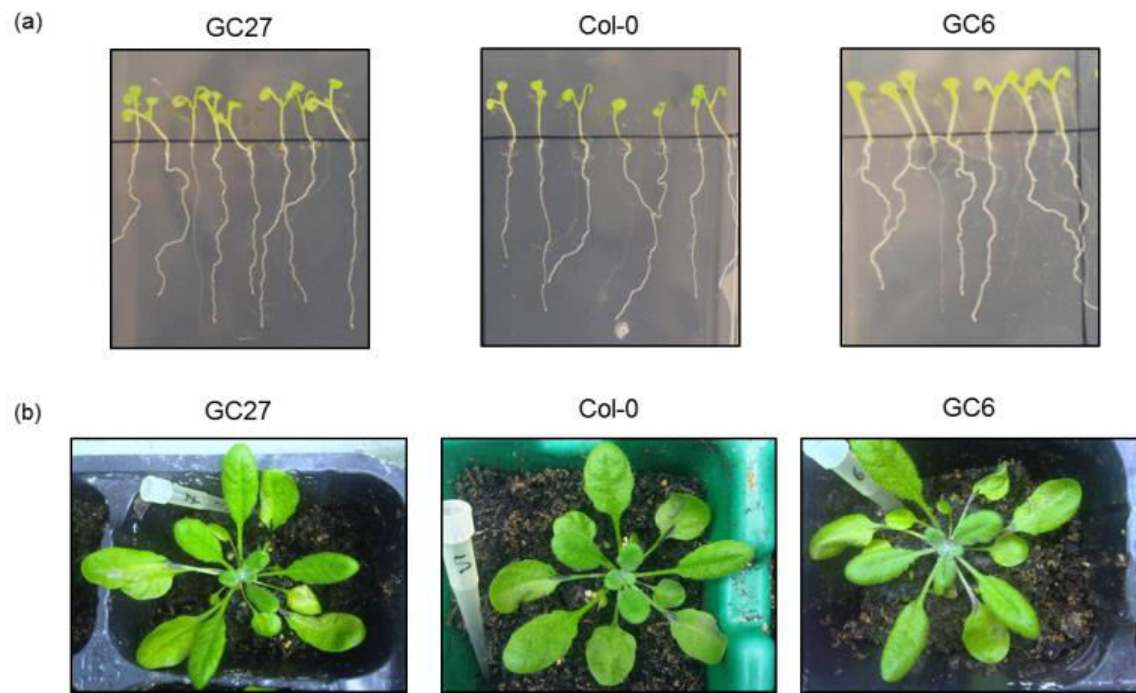

**Supplementary Figure S5. Transgenic GC27 and GC6 lines do not show growth phenotype alteration.** (a) Seeds of *Arabidopsis thaliana* Col-0, GC6 and GC27 lines were sterilized and sown on MS agar. Pictures were taken 7 days after germination. (b) Seeds of *Arabidopsis thaliana* Col-0, GC6 and GC27 lines were sown on soil. Pictures represent 5-week old plans 1 day after infiltration with *PstAvrB* ( $10^7$  cfu/mL). Infiltrated leaves are indicated with a black dot.

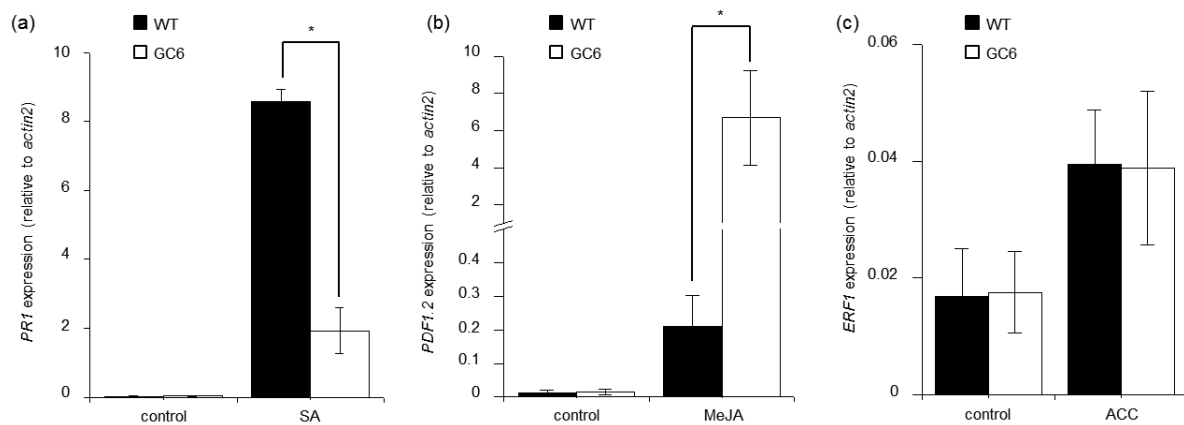

**Supplementary Figure S6. High cGMP level deregulates hormone-dependent defense gene expression downstream of jasmonate and salicylic acid.** Leaf samples were collected from *A. thaliana* Col-0 leaves sprayed with SA (1 mM), MeJA (50 $\mu$ M) or ACC (1 mM) for the analysis of the expression of *PR1* (a), *PDF1.2* (b) or *ERF1* (c), respectively, by real-time RT-PCR using gene-specific primers. The expression level of each gene was normalized to that of *Actin2*. In each experiment, mock-sprayed plants were used as controls. Values are means  $\pm$  SEM of at least three biological replicates. Asterisks indicate a statistical difference ( $p < 0.05$ ) according to Student's *t*-test. SA, salicylic acid; MeJA, methyl jasmonate; ACC, 1-aminocyclopropane-1-carboxylic acid.

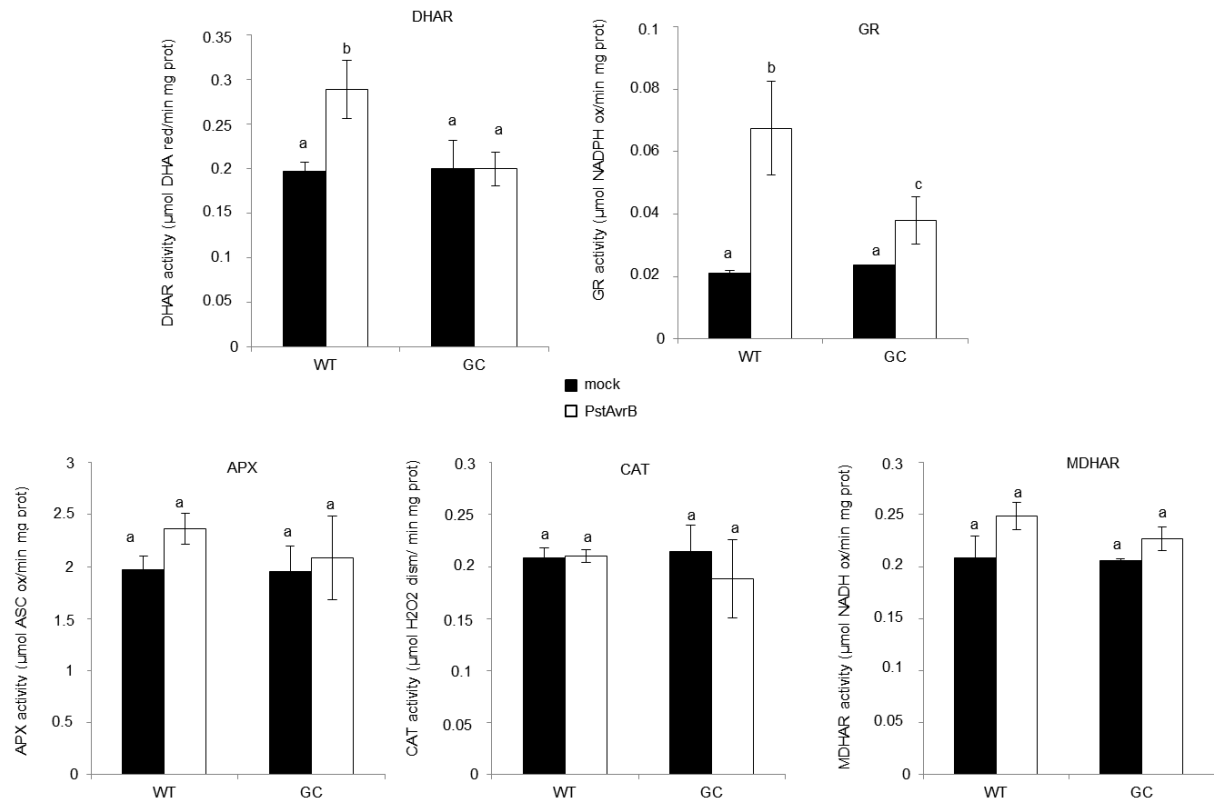

**Supplementary Figure S7. Ascorbate-glutathione redox enzyme activities in wild-type and transgenic GC plants infected with avirulent *PstAvrB*.** *A. thaliana* wild-type Col-0 and transgenic GC plants were infected with *PstAvrB* ( $10^7$  cfu/mL) and leaf samples were collected 24 hpi. Enzyme activities were measured in total protein extracts. In each experiment, mock-infiltrated plants were used as controls. Values are means  $\pm$  SE of three independent experiments. Different letters indicate a statistical difference ( $p < 0.05$ ) based on ANOVA. DHAR, dihydroascorbate reductase; GR, glutathione reductase; APX, ascorbate peroxidase; CAT, catalase; MDHAR, monodihydroascorbate reductase.

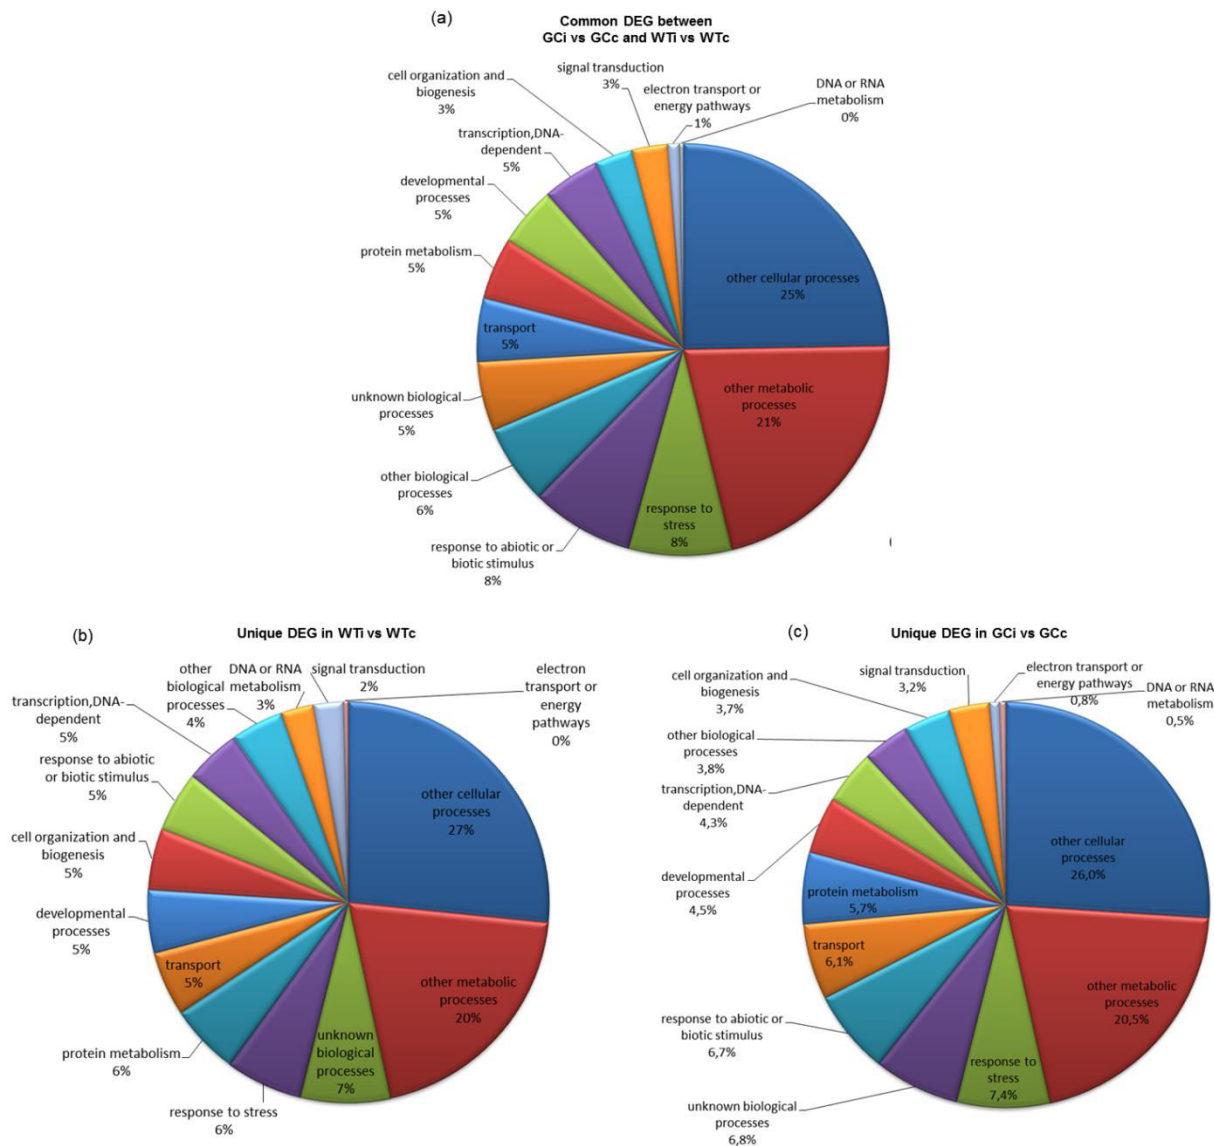

**Supplementary Figure S8. Distribution of functional categories of differentially-expressed genes (DEGs).** (a) Common DEGs in infected GC and infected WT plants. (b) Unique DEGs in infected WT plants. (c) Unique DEGs in infected GC plants. DEGs are genes whose expression was modulated with  $\log_2$  ratio  $\geq +1$  or  $\leq -1$ ,  $p \leq 0.05$  following infection with *PstAvrB* ( $10^7$  cfu/mL). Functional annotation was carried out using TAIR.

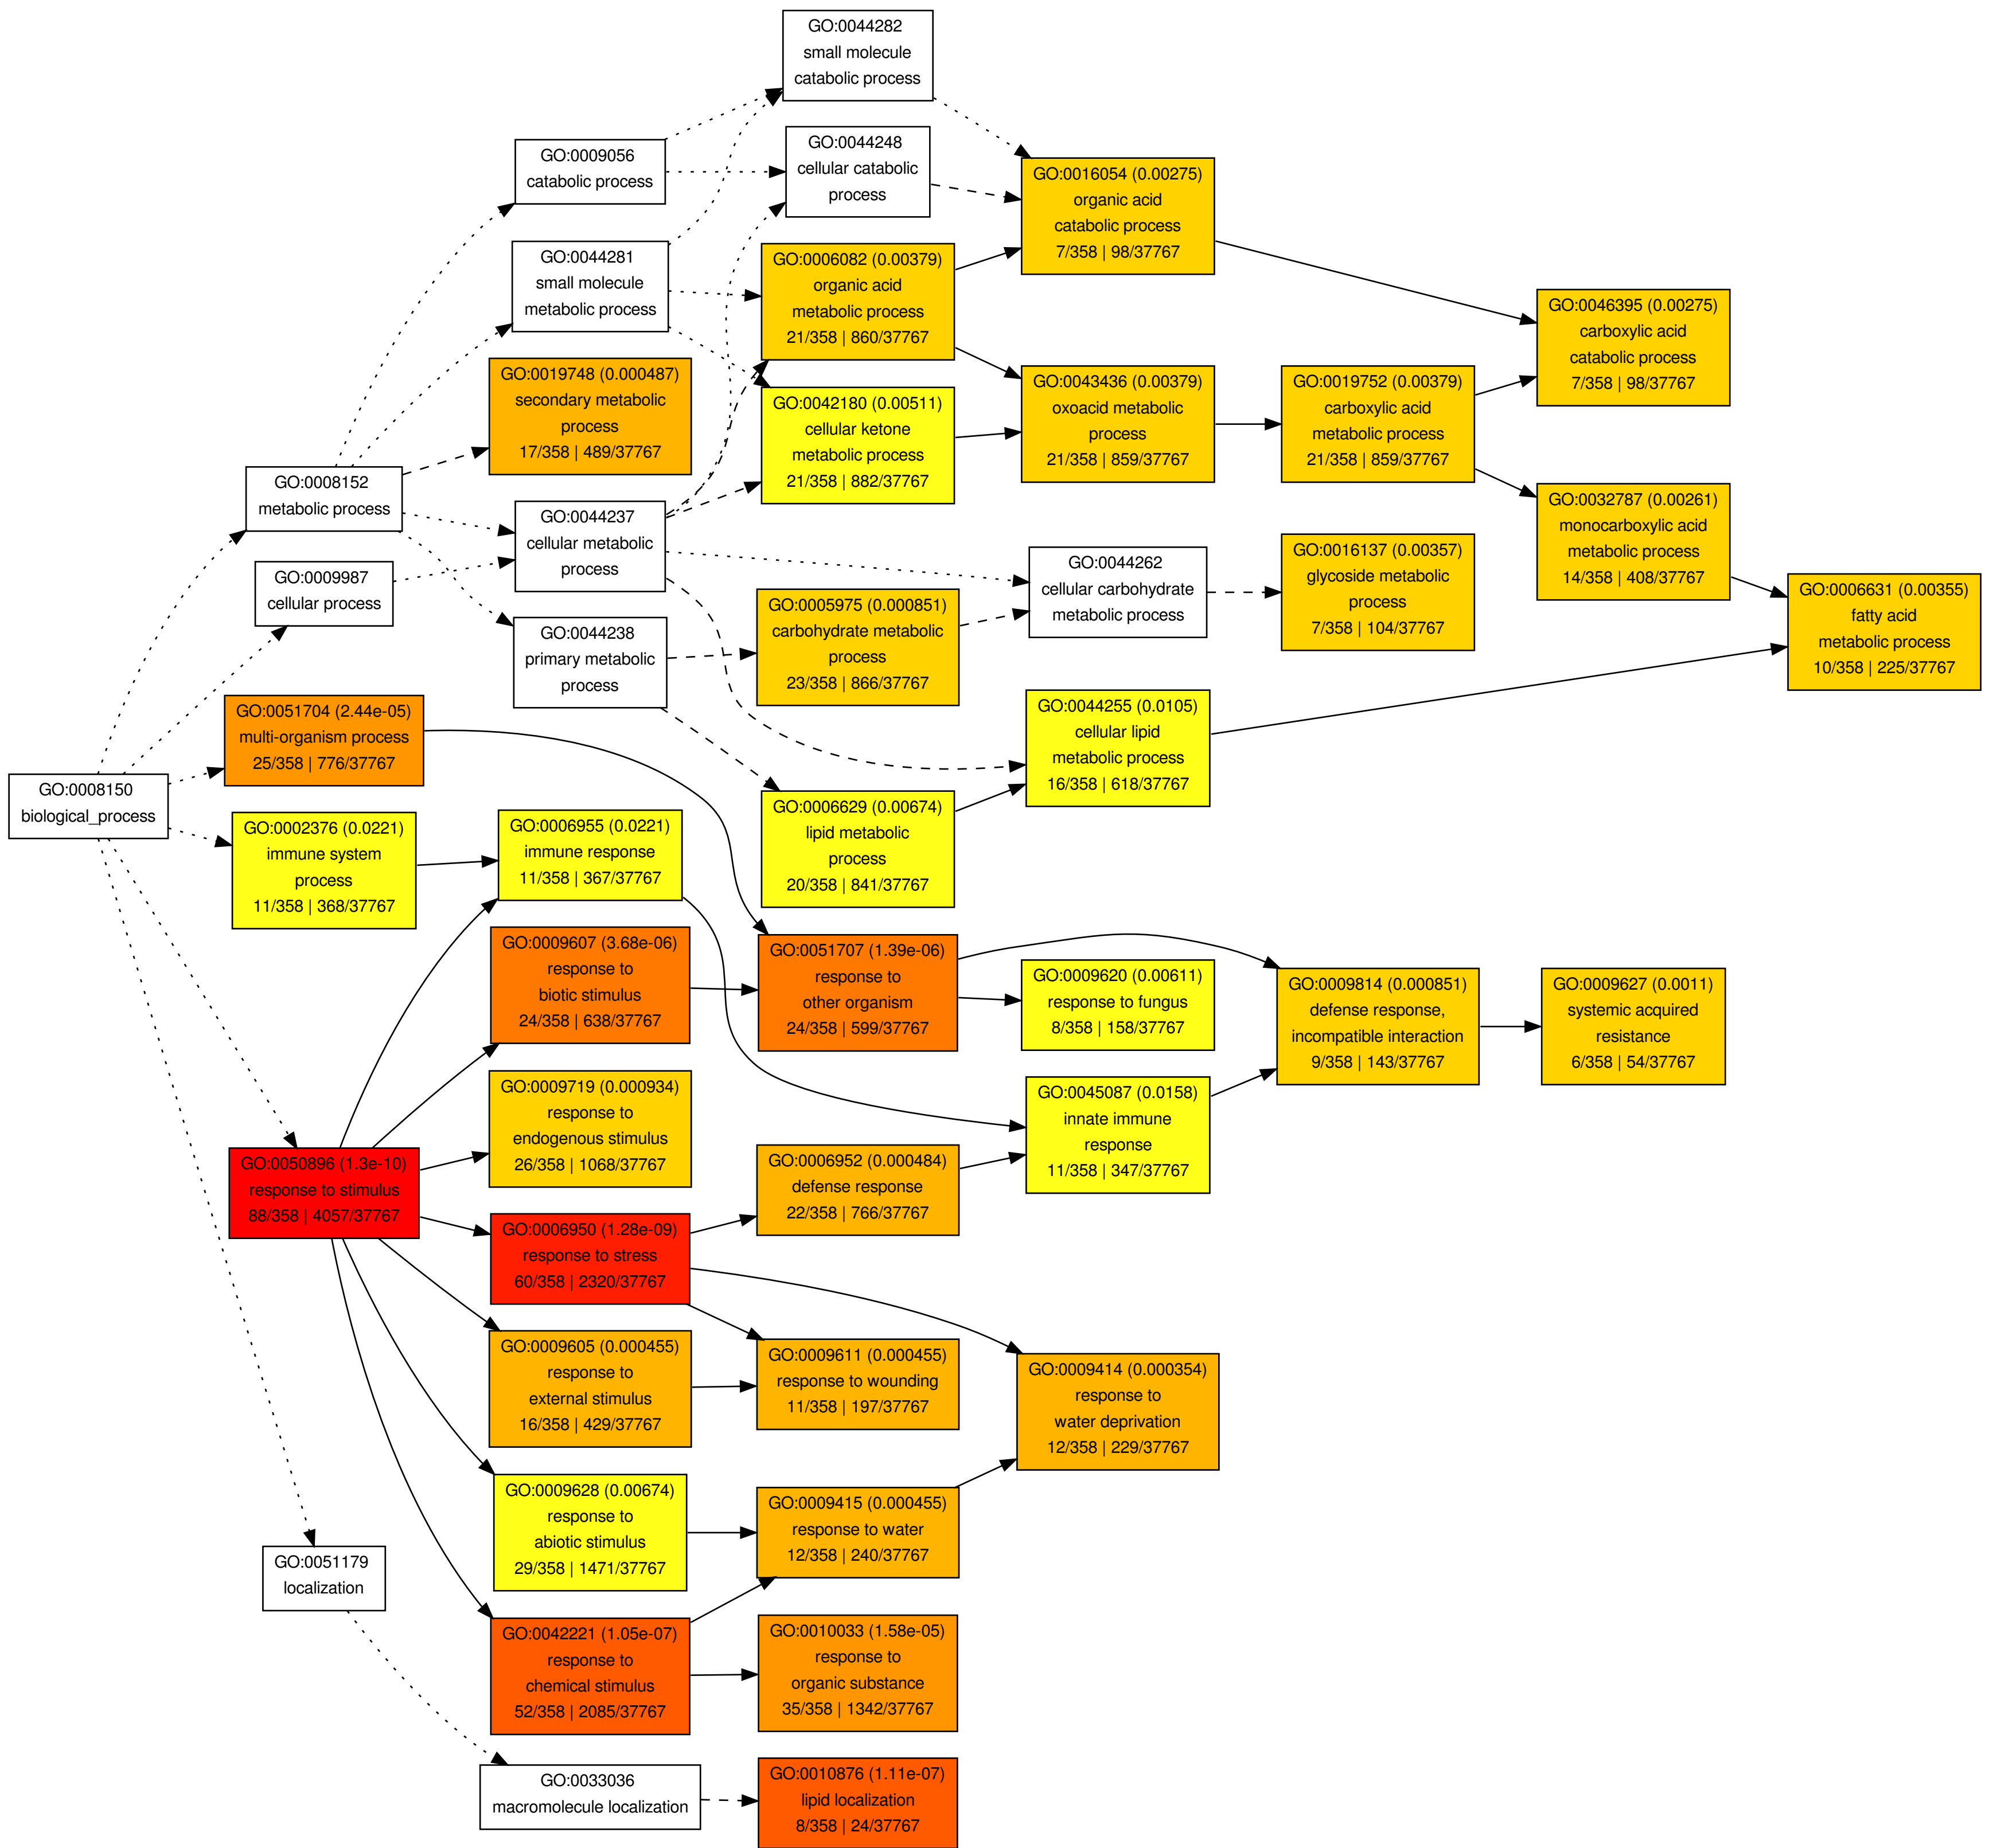

**Supplementary Figure S9. Graphical presentation of over-represented functional categories relative to the whole genome by Gene Ontology (GO) annotation of downregulated genes in GC plants infected with *PstAvrB* ( $10^7$  cfu/mL) compared to infected wild-type plants. The analysis was carried out using AgriGO (<http://bioinfo.cau.edu.cn/agriGO/analysis.php>).**

**Figure S10. Graphical presentation of over-represented functional categories relative to the whole genome by Gene Ontology (GO) annotation of downregulated proteins in GC plants infected with *PstAvrB* ( $10^7$  cfu/mL) compared to infected wild-type plants. The analysis was carried out using AgriGO (<http://bioinfo.cau.edu.cn/agriGO/analysis.php>).**

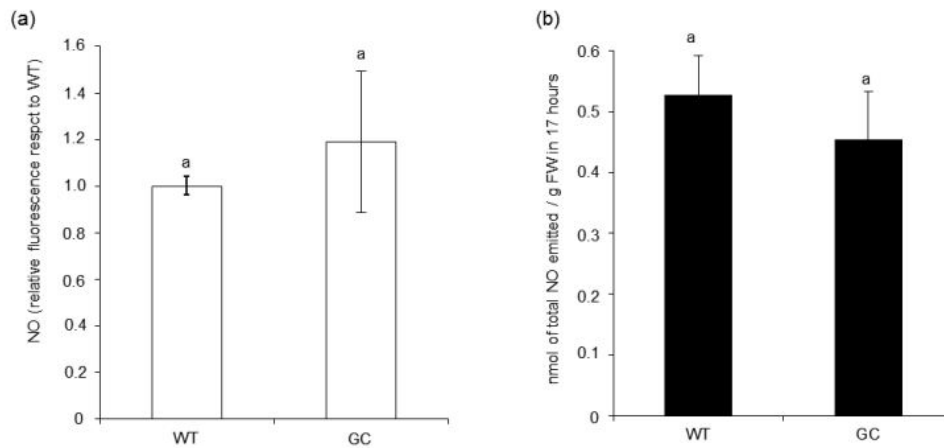

**Supplementary Figure S11. Transgenic *A. thaliana* GC lines show the same NO accumulation at basal level and in response to infection with *PstAvrB*.** (a) Entire detached leaves of both GC and wild-type genotypes were homogenized in 50 mM phosphate buffer, pH 7 in 1:4 (w:v) ratio. The extracts were centrifuged at 20,000 g for 15 min at 4°C. The supernatants were recovered and incubated with the fluorescent probe 4-Amino-5-methylamino-2',7'-difluorescein diacetate (DAF-FM DA; 20  $\mu$ M) for 30 min in the dark. The fluorescence intensity was measured at  $\lambda_{exc}$ =495 nm and  $\lambda_{em}$  515 nm. (b) Gas-phase NO emission amount of *A. thaliana* Col-0 and GC plants in response to infection with *PstAvrB* revealed by chemiluminescence according to Chen et al. (2014). Leaves were infiltrated with avirulent bacterial pathogen and placed in the nutrient solution. NO emission was measured by chemiluminescence and recorded for 17 hours. Total NO emitted during the course of the HR was determined by calculating the whole area of chemiluminescence signal. FW, fresh weight. The same letter indicates no statistical difference ( $p < 0.05$ ) according to ANOVA test.

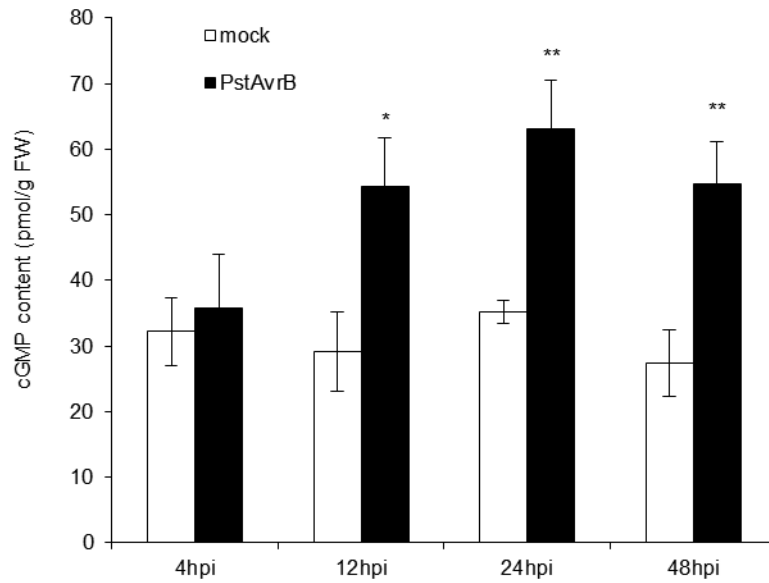

**Supplementary Figure S12. Distal leaves of *Arabidopsis thaliana* plants show an accumulation of cGMP following infection of primary leaves with the avirulent pathogen *PstAvrB*.**

Measurement of the cGMP content in *A. thaliana* Col-0 systemic leaves following primary infection of local leaves with *PstAvrB* ( $10^7$  cfu/mL) and collected at different time points during the course of infection. Values are means  $\pm$  SE of three biological replicates, each including three technical replicates. Asterisks indicate a statistical difference ( $p < 0.05$ ) according to Student's *t*-test. FW: fresh weight.

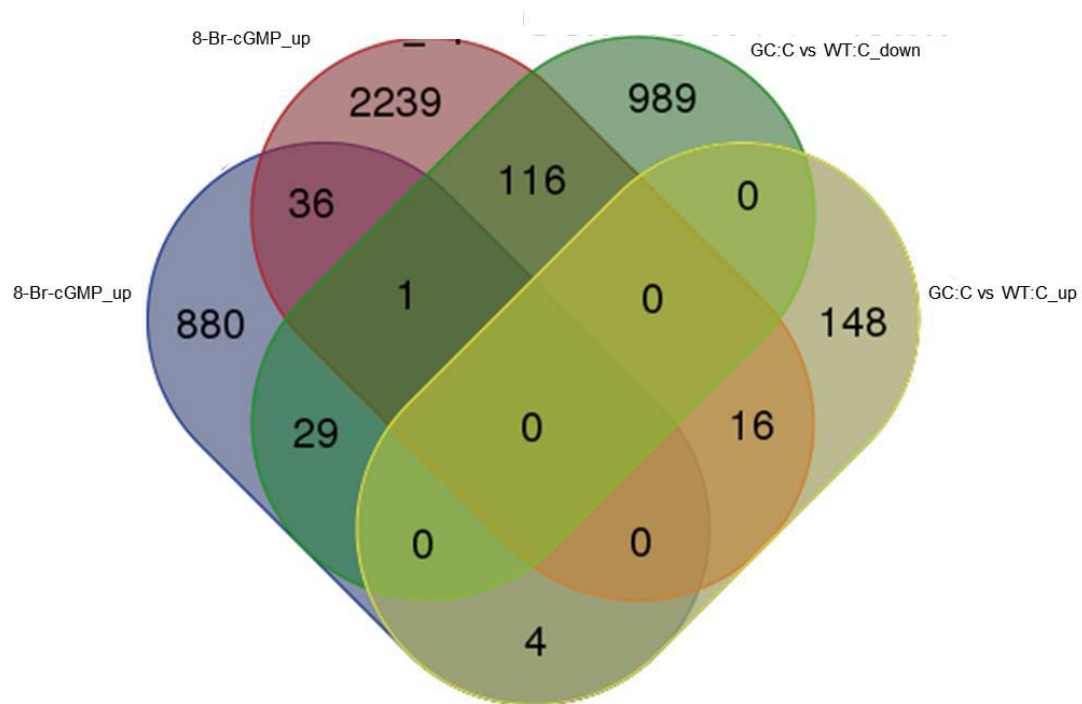

**Supplementary Figure S13. Venn diagrams illustrating transcriptomic changes in *Arabidopsis thaliana* roots treated with 8-Br-cGMP (Maathuis, 2006) and transgenic *A. thaliana* sGC plants (reported herein). The diagrams were generated using VENNY (<http://bioinfogp.cnb.csic.es/tools/venny/index.html>).**

**Supplementary Table S1.** List of primers used for gene expression analysis by real-time in this study. Primers were designed using the software *Primer3*.

| Primers          | Sequences              |
|------------------|------------------------|
| Actin2 forward   | CTCATGCCATCCTCCGTCTT   |
| Actin2 reverse   | CAATTTCCCGCTCTGCTGTT   |
| GC alpha forward | GGGTTATGGACCTCAAAGGT   |
| GC alpha reverse | TGAATCGGGATGTCAGACAG   |
| GC beta forward  | AAGAGGCCTGTACCTGAGTG   |
| GC beta reverse  | ACAGATGGAGGGAGAACAGA   |
| PR-1 forward     | GCAACTGCAGACTCATACAC   |
| PR-1 reverse     | GTTGTAGTTAGCCTTCTCGC   |
| PDF1.2 forward   | CACCCTTATCTTCGCTGCTCTT |
| PDF1.2 reverse   | TACTTGTGTGCTGGGAAGAC   |
| PR-5 forward     | TCCTTGACCGGCGAGAGTT    |
| PR-5 reverse     | AGGAACAATTGCCCTACCACC  |
| ERF1 forward     | GAGGAAACACTCGATGAGACG  |
| ERF1 reverse     | GGAGCGGTGATCAAAGTCAC   |

**Supplementary Table S2.** Differentially expressed genes related to lipid metabolism/transport in infected GC plants compared to infected WT plants.

| <b>ID gene</b> | <b>TAIR Functional description</b>                                                        | <b>log<sub>2</sub>FC</b> |
|----------------|-------------------------------------------------------------------------------------------|--------------------------|
| AT3G03480      | Acetyl CoA:(Z)-3-hexen-1-ol acetyltransferase                                             | -1,15                    |
| AT1G04580      | Aldehyde oxidase 4                                                                        | -1,96                    |
| AT4G39955      | Alpha/beta-Hydrolases superfamily protein                                                 | -0,51                    |
| AT1G68620      | Alpha/beta-Hydrolases superfamily protein                                                 | -0,77                    |
| AT2G39410      | Alpha/beta-Hydrolases superfamily protein                                                 | -1,24                    |
| AT5G65390      | Arabinogalactan protein 7                                                                 | -1,98                    |
| AT4G12470      | Azelaic acid induced 1                                                                    | -0,62                    |
| AT4G25700      | Beta-hydroxylase 1                                                                        | -0,63                    |
| AT2G48130      | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein | -3,54                    |
| AT5G16080      | Carboxyesterase 17                                                                        | -1,20                    |
| AT4G32810      | Carotenoid cleavage dioxygenase 8                                                         | -2,14                    |
| AT1G01600      | Cytochrome P45, family 86, subfamily A, polypeptide 4                                     | -1,28                    |
| AT1G02205      | Fatty acid hydroxylase superfamily                                                        | -1,15                    |
| AT5G45950      | GDSL-like Lipase/Acylhydrolase superfamily protein                                        | -0,64                    |
| AT3G50400      | GDSL-like Lipase/Acylhydrolase superfamily protein                                        | -1,98                    |
| AT1G06520      | Glycerol-3-phosphate acyltransferase 1                                                    | -0,83                    |
| AT3G11430      | Glycerol-3-phosphate acyltransferase 5                                                    | -1,85                    |
| AT2G41250      | Haloacid dehalogenase-like hydrolase (HAD) superfamily protein                            | -1,15                    |
| AT2G38540      | Lipid transfer protein 1                                                                  | -0,58                    |
| AT2G38530      | Lipid transfer protein 2                                                                  | -0,86                    |
| AT5G59320      | Lipid transfer protein 3                                                                  | -0,60                    |
| AT5G59310      | Lipid transfer protein 4                                                                  | -1,10                    |

|           |                                                                      |       |
|-----------|----------------------------------------------------------------------|-------|
| AT5G13900 | Lipid transfer-like protein VAS                                      | -2,76 |
| AT5G14180 | Myzus persicae-induced lipase 1                                      | -1,14 |
| AT3G01420 | Peroxidase superfamily protein (DOX1)                                | -3,04 |
| AT2G34980 | Phosphatidylinositolglycan synthase family protein                   | -1,13 |
| AT5G05440 | Polyketide cyclase/dehydrase and lipid transport superfamily protein | -0,72 |
| AT1G02470 | Polyketide cyclase/dehydrase and lipid transport superfamily protein | -0,79 |
| AT5G21170 | SNF1-related protein kinase regulatory subunit beta-1                | -0,51 |
| AT1G12090 | Extensin-like protein                                                | 0,58  |
| AT2G15050 | Lipid transfer protein (LTP7), predicted PR protein                  | 0,69  |
| AT3G16370 | GDSL-like Lipase/Acylhydrolase superfamily protein                   | 0,53  |
| AT3G47750 | ATP binding cassette subfamily A4                                    | 0,86  |

---

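The log2FC values of these supplementary tables are plain ratios of FPKM. For all 33 entries of Supplementary Table S2, all 58 of Supplementary Table S3 and all 8 of Table 1, the log2 ratio of the deposited values without a pseudocount equalled the printed value after rounding. On the scale of FPKM + 0.1, 2 of the 3 genes listed under gibberellin, 8 of 10 under abscisic acid, 9 of 12 under auxin and 1 of 6 under cytokinin were lower in GCi than in WTi. The largest log2 ratio in the whole table, 2.51, is that of ATCG00490, a chloroplast gene listed under abscisic acid.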

**Supplementary Table S3.** Differentially expressed genes related to hormone metabolism/response in infected GC plants compared to infected WT plants.

| ID gene               | TAIR Functional description                                  | log2FC |
|-----------------------|--------------------------------------------------------------|--------|
| <u>Salicylic acid</u> |                                                              |        |
| AT4G16690             | Methyl esterase 16                                           | -0,71  |
| AT4G37150             | Methyl esterase 9                                            | -0,83  |
| AT3G32980             | Peroxidase 32                                                | -1,03  |
| AT1G48000             | Myb domain protein 112                                       | -0,99  |
| AT5G54230             | Myb domain protein 49                                        | -1,05  |
| <u>Jasmonic acid</u>  |                                                              |        |
| AT3G55970             | Jasmonate-regulated gene 21                                  | -0,59  |
| AT1G30135             | Jasmonate-zim-domain protein 8                               | -0,59  |
| AT4G35770             | Rhodanese/Cell cycle control phosphatase superfamily protein | -0,77  |
| AT3G15500             | NAC domain containing protein 3                              | -0,79  |
| AT3G06490             | Myb domain protein 18                                        | -0,94  |
| AT1G52410             | TSK-associating protein 1                                    | 0,62   |
| AT1G56650             | Production of anthocyanin pigment 1                          | 0,69   |
| AT2G24210             | Terpene synthase 1                                           | 0,79   |
| AT4G10390             | Protein kinase superfamily protein                           | 0,64   |
| AT5G15310             | Myb domain protein 16                                        | 0,63   |
| AT5G44420             | Plant defensin 1.2                                           | 1,97   |
| <u>Ethylene</u>       |                                                              |        |
| AT1G43160             | Ethylene-responsive transcription factor RAP2-6              | -0,54  |
| AT5G13330             | Ethylene-responsive transcription factor ERF113              | -0,55  |

|           |                                                 |       |
|-----------|-------------------------------------------------|-------|
| AT3G04720 | Pathogenesis-related 4                          | -0,62 |
| AT1G21910 | Ethylene-responsive transcription factor ERF012 | -0,62 |
| AT3G16770 | Ethylene-responsive transcription factor RAP2-3 | -0,66 |
| AT1G71520 | Ethylene-responsive transcription factor ERF020 | -0,77 |
| AT3G60490 | Integrase-type DNA-binding superfamily protein  | 1,49  |
| AT5G04950 | Nicotianamine synthase 1                        | 0,74  |
| AT5G11590 | Integrase-type DNA-binding superfamily protein  | 0,96  |
| AT5G15310 | Myb domain protein 16                           | 0,63  |
| AT5G44420 | Plant defensin 1.2                              | 1,97  |

#### Gibberellin

|           |                                   |       |
|-----------|-----------------------------------|-------|
| AT2G36830 | Gamma tonoplast intrinsic protein | -0,64 |
| AT1G69530 | Expansin A1                       | -0,68 |
| AT1G26960 | Homeobox protein 23               | 0,73  |

#### Absciscic acid

|           |                                                                  |       |
|-----------|------------------------------------------------------------------|-------|
| AT1G20440 | Dehydrin COR47                                                   | -0,53 |
| AT4G34138 | UDP-glucosyl transferase 73B1                                    | -0,59 |
| AT5G59320 | Lipid transfer protein 3                                         | -0,60 |
| AT5G15960 | Stress-responsive protein (KIN1) / stress-induced protein (KIN1) | -0,78 |
| AT5G59310 | Lipid transfer protein 4                                         | -1,10 |
| AT2G29090 | Cytochrome P45, family 77, subfamily A, polypeptide 2            | -1,31 |
| AT4G28110 | Myb domain protein 41                                            | -1,44 |
| AT1G04580 | Aldehyde oxidase 4                                               | -1,96 |
| AT1G52400 | Beta glucosidase 18                                              | 0,68  |
| ATCG00490 | Ribulose-bisphosphate carboxylases                               | 2,52  |

#### Auxin

|           |                                    |       |
|-----------|------------------------------------|-------|
| AT1G21410 | F-box/RNI-like superfamily protein | -0,53 |
|-----------|------------------------------------|-------|

|           |                                           |       |
|-----------|-------------------------------------------|-------|
| AT2G23170 | Auxin-responsive GH3 family protein       | -0,55 |
| AT1G19850 | Auxin response factor 5                   | -0,63 |
| AT1G28130 | Auxin-responsive GH3 family protein       | -0,72 |
| AT3G48360 | BTB and TAZ domain protein 2              | -0,75 |
| AT4G13790 | SAUR-like auxin-responsive protein family | -0,76 |
| AT1G75580 | SAUR-like auxin-responsive protein family | -1,07 |
| AT3G44300 | Nitrilase 2                               | -1,63 |
| AT4G32810 | Carotenoid cleavage dioxygenase 8         | -2,14 |
| AT1G12090 | Extensin-like protein                     | 0,58  |
| AT4G34760 | SAUR-like auxin-responsive protein family | 0,73  |
| AT5G64770 | Root meristem growth factor 9             | 0,75  |

Cytokinin

|           |                                                             |       |
|-----------|-------------------------------------------------------------|-------|
| AT2G36800 | Cytokinin-O-glucosyltransferase 3                           | -0,88 |
| AT1G26210 | SOB five-like 1                                             | 0,89  |
| AT1G78370 | Glutathione S-transferase TAU 2                             | 0,74  |
| AT3G16360 | HPT phosphotransmitter 4                                    | 1,64  |
| AT5G03760 | Nucleotide-diphospho-sugar transferases superfamily protein | 0,79  |
| ATCG00130 | ATPase, F complex, subunit B/B', bacterial/chloroplast      | 1,25  |

---

**Supplementary Table S4.** Proteins accumulating differentially in GC plants compared to WT plants at basal level.

| Gene ID   | Gene name                                | log2FC   |
|-----------|------------------------------------------|----------|
| AT3G27690 | LHCB2                                    | 2,876619 |
| AT1G76140 | Prolyl oligopeptidase                    | -1,00197 |
| AT4G32940 | Gamma vacuolar processing enzyme         | -1,59215 |
| AT5G52310 | Cold regulated 78                        | -1,13036 |
| AT1G09010 | Glycoside hydrolase family 2 protein     | -1,24632 |
| AT3G62750 | Beta glucosidase 8                       | -2,0239  |
| AT3G15730 | Phospholipase D alpha 1                  | -1,25744 |
| AT4G21960 | PRXR1                                    | -1,30214 |
| AT4G34230 | Cinnamyl alcohol dehydrogenase 5         | -1,4196  |
| ATCG00840 | Ribosomal protein L23                    | -1,78473 |
| AT5G58230 | Arabidopsis multicopy suppressor of IRA1 | -2,11341 |

**Supplementary Table S5.** Proteins related to defense response modulated uniquely in infected WT plants.

| Gene ID   | Gene name                                     | Log <sub>2</sub> FC |
|-----------|-----------------------------------------------|---------------------|
| AT3G44300 | Nitrilase 2                                   | 5.96                |
| AT1G22410 | Class-II DAHP synthetase                      | 3.23                |
| AT1G04980 | Protein disulfide isomerase 10                | 3.03                |
| AT3G46280 | Protein kinase-related                        | 2.94                |
| AT1G02930 | Glutathione transferase                       | 2.59                |
| AT1G17745 | 3-Phosphoglycerate dehydrogenase              | 2.46                |
| AT5G52640 | HSP90-1                                       | 2.24                |
| AT3G19010 | 2-Oxoglutarate and Fe(II)-dependent oxygenase | 1.33                |
| AT2G01490 | Phytanoyl-CoA 2-hydroxylase                   | 1.19                |
| AT5G66190 | Leaf-type ferredoxin:NADP(H) oxidoreductase   | -1.07               |
| AT4G14890 | Ferredoxin c 1                                | -1.023              |
| AT4G21960 | Prxr1                                         | -2.01               |
| AT3G60130 | Beta glucosidase 16                           | 1.52                |
| AT3G08510 | Phospholipase C2                              | -13.06              |

## SUPPLEMENTARY METHODS

### Proteomic analysis

#### Protein extraction and digestion

Approximately 70 mg of leaf material for each sample was homogenized in 100  $\mu$ L extraction buffer containing 4% SDS, 5% glycerol, 40 mM Tris-Cl (pH 6.8) and 2x Proteinase Inhibitor Cocktail (Sigma-Aldrich, St Louis, Missouri, USA). Samples were centrifuged at  $20,870 \times g$  for 15 min at 4°C, and the supernatant was decanted and centrifuged under the same conditions. The protein content was determined using the bicinchoninic acid (BCA) assay (Sigma-Aldrich) with BSA as a standard. The protein extract (200  $\mu$ g) was then centrifuged at  $10,000 \times g$  through a cellulose filter column (Microcon 30-kDa Centrifugal Filter Units; Merck Millipore, Billerica, Massachusetts, USA) at 4°C for 5 min using the FASP protocol (Manza *et al.* 2005, Wisniewski *et al.* 2009). The recovered protein was digested with 8  $\mu$ g trypsin (Promega Corp., Fitchburg, Wisconsin, USA) in 100 mM ammonium bicarbonate and incubated overnight at 37°C in darkness, shaking at 350 rpm. Peptides were collected by centrifugation at  $20,870 \times g$  for 40 min. Filters were washed with 50  $\mu$ l 0.5 M NaCl, and centrifuged at  $20,870 \times g$  for 20 min to collect the remaining peptides. Eluted peptides were acidified with 1% trifluoroacetic acid (TFA), desalted using SepPack columns (Tecknokroma, Barcelona, Spain), eluted in 60% acetonitrile containing 0.1% TFA, dried in a Savant SPD131DDA SpeedVac (Thermo Fisher Scientific) and stored at –20°C.

#### Mass spectrometry

Peptides were re-suspended in 40  $\mu$ L 5% v/v acetonitrile, 2% v/v TFA and analyzed using a Q Exactive Plus coupled to an Easy nLC1000 HPLC (Thermo Fisher Scientific). Samples were loaded onto an Acclaim PepMap RSLC reversed-phase column (75  $\mu$ m inner diameter, 25 cm long, Thermo Fisher Scientific) at a flow rate of 0.4  $\mu$ L/min in 3% v/v acetonitrile, 0.5% v/v acetic acid, and eluted at a flow rate of 0.3  $\mu$ L/min and an acetonitrile gradient of 3% to 30% v/v over 200 min, 30% to 40% over 20 min, and 40% to 60% over 20 min, followed by a washing step with 90% v/v

acetonitrile for 10 min. Peptide ions were detected in a full scan ( $m/z$  200–1600). MS/MS scans were performed for the 10 peptides with the strongest MS signal (AGC target  $1e5$ , isolation width mass-to-charge ratio 3  $m/z$ , relative collision energy 30%). Peptides for which MS/MS spectra had been recorded were excluded from further MS/MS scans for 20 s.

#### Protein quantitation and statistical analysis

Quantitative MS/MS analysis was carried out using Progenesis QI (Nonlinear USA, Durham, North Carolina, USA). Proteins were identified from spectra using Mascot (Matrix Science, Boston, Massachusetts, USA) with the following search parameters: TAIR10 protein annotation, requirement for tryptic ends, one missed cleavage allowed, fixed modification: carbamidomethylation (cysteine), variable modification: oxidation (methionine), peptide mass tolerance =  $\pm 10$  ppm, MS/MS tolerance =  $\pm 0.6$  Da, allowed peptide charges of +2 and +3. A decoy database search was used to limit false discovery rates (FDRs) to 1% at the protein level. Peptide identifications below rank one or with a Mascot ion score below 25 were excluded. Mascot results were imported into Progenesis QI, quantitative peak area information was extracted and the results exported for data plotting and statistical analysis.

### **RNA-Seq analysis**

#### Library preparation

The quantity and purity of total RNA samples were assessed by Nanodrop 1000 spectrophotometry and integrity was determined using the RNA 6000 Nano Kit (Agilent Technologies Inc., Santa Clara, California, USA). RNA-Seq libraries were prepared starting from 2.5  $\mu$ g of total RNA using the TruSeq RNA Sample Prep Kit v2 according to the manufacturer's instructions (Illumina Inc., San Diego, California, USA). The quality of the libraries was checked using the High Sensitivity DNA Kit (Agilent). Libraries were sequenced on an Illumina HiSeq 1000 sequencer using TruSeq SBS Kit v3, and 50 bp paired-end sequences were generated.

### Differential gene expression analysis

Bcl conversion and demultiplexing were carried out using CASAVA pipeline v1.8.2 (Illumina). For sequence alignment, a reference sequence was built including the *A. thaliana* TAIR10 reference genome (<ftp://ftp.arabidopsis.org/home/tair/>) and the sequence of the construct containing the rat (*Rattus norvegicus*) GC (NCBI Gene IDs 497757 and 25202). Reads were aligned using TopHat v2.0.12 with the “b2 very sensitive” parameter. Expression values (fragments per kilobase of exon per million reads mapped, FPKM) were calculated using Cufflinks v2.2.0 with default parameters and Cuffdiff was used to identify differentially expressed genes according to the following criteria:  $\text{FDR} \leq 5\%$ ,  $\log_2(\text{FC}) \geq |1|$  or  $\log_2\text{FC} \geq |0.5|$  as indicated,  $\text{FPKM} > 0.1$ .

How the deposited data were processed for this re-analysis (not part of the article)

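RNA-Seq was measured in leaves of wild-type Col-0 and line GC plants, mock-treated (WTc, GCc) or inoculated with *PstAvrB* (WTi, GCi), at 12 h, with 3 replicates per condition, each a pool of leaves from 3 plants. The authors prepared libraries with the TruSeq RNA Sample Prep Kit, sequenced paired-end reads, aligned them with TopHat to the TAIR10 genome with the transgene construct added, and deposited FPKM from Cufflinks with 1 value per gene and condition. The replicates are already combined in these values, which are normalized by the authors for library size and transcript length. How Cuffdiff scaled the libraries against each other is not given in the sources used here beyond default parameters. The deposited numbers use decimal commas, which were read as decimal points. Of the 32060 entries listed, 1 is cut short and was left out, and 3 belong to the construct and were kept out of the comparisons. No column of an unmapped sample was present. Depth is unknown, so the precision of single values cannot be given.

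The planned analysis, a limma fit over 12 samples with adjusted p-values, could not be run because no value per replicate was used here. In its place, log2 ratios of FPKM + 0.1 between conditions were computed for the 20333 genes with a mean FPKM above 0.1, and genes were counted at a log2 ratio of 1 or, for GCi vs WTi, also 0.5. The authors' FDR criterion is not part of these counts, and no p-value is given for them. The difference between the responses of the genotypes was taken as the log2 ratio of GCi to GCc minus that of WTi to WTc. Of the genes compared, 338 are listed at 0 in at least 1 condition.

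Gene coordinates are those of the deposited table, in TAIR10, with starts counted from 1. For 3500 of the genes compared the interval is shared with another gene, and no coordinates of those are given. Symbols, transcript lengths, exon numbers and GC content come from the RefSeq annotation of TAIR10.1, matched by locus tag for 31303 of the genes listed, and the longest transcript of each gene was used, which was found for 20136 of the genes compared. Start and end equalled those of the deposited table for 7519 genes, so RefSeq coordinates were not used.

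The alternatives set before the data were examined and run were pseudocounts of 1 and 0.01, no filter beyond a value above 0, a mean FPKM above 1, rescaling by the median ratio to the genes' geometric mean, quantile normalization, leaving out organelle genes with a common nuclear total, and removal of a smooth trend on transcript length and GC content. The trend was fitted by lowess (span 0.3, 2 rounds) to the deviation of each condition from the gene's mean, on genes with a mean FPKM above 1. Another 3 alternatives were chosen after seeing the data: no pseudocount with only genes above 0.1 FPKM in both conditions of a comparison, nuclear protein-coding genes only, and genes listed at 0 left out. A count was taken as moved when it differed by more than 1.5 times, a log2 ratio when it differed by more than 0.58 (1.5 times), a correlation when it differed by more than 0.1.

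The rule for naming genes covered the genes the paper names for this experiment, *ERF1*, both rat genes and list genes past a threshold. It added the 3 genes with the largest rise and the 3 with the largest fall in each comparison. These were taken among changed genes with a mean FPKM of at least 1. The paper's log2FC values had been seen when this rule was written. The added part gave 17 genes in 30 places, all listed at 0 in at least 1 condition. Most of these, and some of the list genes, are not named. The largest changes among genes above 0 throughout are named in addition for WTi vs WTc, GCi vs GCc and GCi vs WTi. For GCc vs WTc and for the difference between responses, only some of them are named. Shared controls were simulated 200 times, with noise by expression class from the scatter between GCi and WTi. Gene lists were set against 10000 random lists matched on expression (10 classes) or on length and expression (40 and 4 classes).

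The steps were tested on simulated data. In a simulated GCc vs WTc comparison of 20136 genes, 200 were lowered and a length trend was added to WTc. Of the lowered genes, 96.5% were found beside 412 false calls, and 100% beside 0 false calls once the trend was removed. The simulated trend was a straight line on log2 length without a GC trend, and the noise was equal for all genes. Spearman's rho with length was -0.87 there, against -0.62 in the data. The check therefore covers only a trend of this simple form. A first set of 10 length and 5 expression classes for the matched lists failed this check on a list of long genes. After the result with these classes had been seen, they were replaced by the 40 and 4 classes, and the list of the check by the NBS-LRR genes. With these, NBS-LRR genes that carried only the simulated trend lay at the 97.4th percentile, near the upper limit, and at the 0th when lowered further. In 100 repeats of the simulation with the trend only, added later, the percentile had a median of 61.8 and lay between 7.79 and 97.7 in 95% of them, so single percentiles in this range do not set a list apart from the trend. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures matplotlib 3.10.9.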

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

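The comparisons with mitochondrial transcripts and the ratio of the rat transcripts were chosen after the results were seen.

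The deposited table lists a further sequence of the transgene construct, named tDNA_1, on which the paper does not report. It had 2.39 FPKM in GCc and 1.69 in GCi and was listed at 0 in WTc and WTi. The genotype is the only difference in the design that goes with it, and no technical explanation was tested.

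The rat guanylate cyclase subunits, which only GC plants carry, were above 0 in WTi: 0.00433 FPKM for alpha and 0.0137 for beta, or 0.00499% and 0.00229% of the values in GCi. Both were listed at 0 in WTc. A few reads carried over or assigned to the wrong library could give such values. In that case beta should exceed alpha in WTi as it does in GC plants. The ratio of beta to alpha was 3.16 in WTi, against 8.88 in GCc and 6.89 in GCi. With values this low the number of reads is unknown, so carry-over cannot be told apart from reads aligned by chance. A mislabelled WTi sample would bring far more of both transcripts.

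Chloroplast transcripts, which the paper does not discuss as a group, were higher in GC plants. Over the 53 chloroplast protein-coding genes with a mean FPKM above 1 and no value of 0, the median log2 ratio was 0.61 between GCc and WTc (41 genes higher) and 1.10 between GCi and WTi (49 genes higher). A candidate explanation is a difference in poly(A) selection, which would raise other RNAs without poly(A) tails by a similar factor. Before infection the values go with it: the 18 mitochondrial genes had a median of 0.65 and the nuclear rRNA gene AT3G41768 rose from 44.9 FPKM in WTc to 101 in GCc. After infection the mitochondrial genes had a median of -0.0186, which argues against poly(A) selection as the whole cause there, although AT3G41768 had 75.0 FPKM in WTi and 336 in GCi. An effect of genotype on the chloroplast stays open and was not tested. No value per replicate was used here, so a single deviating library is open as well.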

How the results depend on the processing

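The results were recomputed under 8 alternatives set before the data were examined and under 3 chosen after seeing the data (no pseudocount with both conditions above 0.1 FPKM, nuclear protein-coding genes only, genes listed at 0 left out). Of 626 recomputed values of 57 results, 577 stayed within the limits set for a move and 49 moved. Counts and shares of genes have no sign, and none of the log2 ratios, list medians and correlations changed sign. The balance of higher and lower genes did turn in some comparisons. With a common nuclear total, GCi vs GCc went from 3054 up and 3414 down to 3402 up and 2983 down. With a pseudocount of 1, WTi vs WTc went from 3813 up and 4100 down to 3096 up and 2611 down. GCi vs WTi at the lower threshold also turned with a common nuclear total. All values that moved are counts or shares of genes past a threshold. Median-ratio rescaling and the absence of a filter moved no result. The log2 ratios of *PR-1*, *PDF1.2*, *ERF1* and the genes of Table 1 between GCi and WTi, and the medians of the lists, moved by less than 0.58 on the log2 scale, the limit set for them, under every alternative that retained them. Within that limit, a pseudocount of 1 took *NHL25* from -1.23 to -0.77 and the median of the lipid genes from -0.86 to -0.60, and quantile normalization took the median of the Table 2 transcripts from -0.09 to -0.03.

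With a pseudocount of 1, which by construction shrinks the ratios of genes with low FPKM, 2611 genes fell in WTi vs WTc, against 4100. For GCc vs WTc the numbers were 121 up and 544 down, for GCi vs WTi 77 up and 56 down, and at a threshold of 0.5 236 up and 356 down. The response was higher in GC plants for 649 genes and lower for 373. Opposite changes fell to 16 genes, the overlap of GCc vs WTc with WTi vs WTc to 254 down in both and 35 up in both, and the genes lower in GCc alone to 285, of which 32 (11.2%) were induced in GCi. Of the salicylic acid genes 3 stayed past 0.5. With a pseudocount of 0.01, 486 genes were higher in GCc than in WTc, 286 higher and 270 lower in GCi than in WTi, 51 changed in opposite directions and 261 were up in both GCc and WTi.

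With a mean FPKM above 1, so with fewer genes compared, GCi vs WTi gave 98 up and 76 down, and at 0.5 355 up and 427 down. Opposite changes numbered 19 and 421 genes were down in both GCc and WTi. Quantile normalization moved the genes up in both to 220. The cause was not tested.

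Leaving out organelle genes with a common nuclear total shifted the median log2 ratio of GCc vs WTc from 0.08 to -0.25. That of WTi vs WTc went from -0.01 to -0.29. The shift came from setting unequal FPKM totals equal, since organelle genes held little of them. In WTc chloroplast genes had 8818.9 FPKM and mitochondrial genes 421, of 787155 in all. In GCc they had 19796.5 and 647, of 1012764. This setting gave 124 genes up and 2468 down in GCc vs WTc. The response was higher in GC plants for 3347 genes and lower for 338. The overlap became 1551 down in both and 59 up in both, and 842 genes were lower in GCc alone, of which 279 (33.1%) were induced in GCi.

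With the trend on transcript length and GC content removed, 460 genes were lower in GCc than in WTc and 795 responded more in GC plants. The overlap was 255 down in both, and 163 genes were lower in GCc alone, of which 59 (36.2%) were induced in GCi.

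Among the alternatives chosen after seeing the data, opposite changes numbered 11 without a pseudocount, 19 among nuclear protein-coding genes and 6 without genes listed at 0. For GCi vs WTi, 92 genes were up among nuclear protein-coding genes, and 107 were up and 110 down without genes listed at 0.

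No paired analysis was possible because the deposited columns hold 1 value per condition and carry no replicate numbers. For the same reason a fit with the replicate number as a block (alone or with the length and GC correction), limma without the trend or with robust estimation, a fit on only the 6 samples of a comparison, leaving out each sample in turn, adjusted p-values without a size threshold and limma treat were not run, and neither were other splits of the samples. DESeq2 was not run, since the deposited values are not counts. Depth is unknown and limits what can be said of genes with low FPKM, whose ratios moved most with the pseudocount.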

Differences from the paper's values

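The paper counts a gene as changed only if it also passes the authors' FDR of Cuffdiff, a step that the deposited values do not allow. The alternatives without a value of 0 and the one with nuclear protein-coding genes were chosen after seeing the values, as was the one without a pseudocount. Of the 88 genes that Table 1 and Supplementary Tables S2 and S3 list for GCi vs WTi, 86 passed the expression filter. Leaving out genes listed at 0 dropped 0 of these, the alternative without a pseudocount dropped 1, AT2G48130, and the restriction to nuclear protein-coding genes dropped 2, ATCG00130 and ATCG00490. For the other comparisons the called genes are not named in the paper's text, so what these alternatives drop there was not counted.

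For genes that change in opposite directions in infected wild-type and GC plants, the paper's value is 4 and the deposited values gave 30. None of the 8 alternatives set before the data were examined comes within 1.5 times of the paper's value. With genes listed at 0 left out, an alternative chosen after seeing the values, the number was 6.

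For genes higher in both GCc and WTi, the paper's value is 76, against 138 here. A mean FPKM above 1 (103), a common nuclear total without organelle genes (59) and removal of the length and GC trend (96) come within 1.5 times of it, and both pseudocounts, the absence of a filter, median-ratio rescaling and quantile normalization do not. Leaving out genes listed at 0, chosen after seeing the values, gave 113.

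For the share of GCc-repressed genes induced only in GCi, the paper's value is 54%, against 19.7% here. Only removal of the length and GC trend (36.2%) comes within 1.5 times of it, and the other 7 alternatives set before the data were examined do not.

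For genes that differ between GCi and WTi, the paper's total is 146, against 348 here. A pseudocount of 1 (77 up and 56 down) and a mean FPKM above 1 (98 up and 76 down) come within 1.5 times of it, and the other 6 do not. Leaving out genes listed at 0, chosen after seeing the values, does too, with 107 up and 110 down. The paper's number of lower genes is 88, against 174 here, and of the alternatives set before the data were examined only a mean FPKM above 1 comes within 1.5 times of it. Leaving out genes listed at 0, chosen after seeing the values, does as well. The paper's number of higher genes is 58, against 174 here, and only a pseudocount of 1 comes within 1.5 times of it.

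The number of genes higher in GCc than in WTc is about 170 in Fig. 4a, read by eye, against 312 here. A pseudocount of 1 (121), a mean FPKM above 1 (209), a common nuclear total (124) and removal of the length and GC trend (221) come within 1.5 times of it, and the other 4 set before the data were examined do not. Nuclear protein-coding genes only (239) and genes listed at 0 left out (250), both chosen after seeing the values, do too.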

Other observations

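The tests on the genes still lower after the correction and on the transcripts of the Table 2 proteins were chosen after the results were seen, as were the final length and expression classes of the matched lists and the way 2 other tests are read, which are named where they occur. The tests on the genes still lower and on the Table 2 transcripts were first read as excluding their explanation, which the values do not allow. All patterns below were found and tested on the same values, which have no replicates, so that the explanations are hypotheses.

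The difference between GCc and WTc followed transcript length. Relative to the mean of the 4 conditions, WTc stood apart: its median deviation was -0.33 in the shortest and 0.48 in the longest of 10 length groups, against 0.07 and -0.08 in WTi, 0.08 and -0.12 in GCi and 0.17 and -0.29 in GCc. A length-dependent difference between the libraries, for instance in RNA integrity or fragment size, may account for most of the genes lower in GCc: with the trend on length and GC content removed, 72.1% of them no longer passed the threshold. The share of lower genes among those past it moved only from 78.3% to 67.5%. This test was first read by that share, which had to fall below 60%, and left the question open. The reading by the number of lost genes, which had been named beforehand as well, was put first after both values were seen. After the correction 315 of the lower genes passed the threshold too. Whether these are left by an incomplete fit of the trend cannot be told apart from a true difference or from chance, since they are defined by the correction and the spread between replicates is not known. The correction also removes any biological change tied to length, so a true loss of long transcripts in GC plants stays open, as does a single deviating library.

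Whether scaling between the samples causes the imbalance cannot be told apart from a true one. The lowest share of lower genes over 3 other scalings was 68.2%, so that no scaling balanced higher and lower genes, but the share did not stay above 75% under all of them either, which had been set beforehand as the outcome against scaling.

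The same trend bears on the immune genes among those lower in GCc. NBS-LRR genes are long, with a median of 3699 bases. Among random lists matched on length and expression, their median log2 ratio between GCc and WTc lay at the 22.4th percentile, and at the 5.39th with the coarser classes used first. Both are inside the central 95% of lists, which is in line with the length trend as the reason for their frequency among lower genes, but leaves a small further lowering open. With the trend removed, a check added later, they lay at a percentile of 71.6 among lists matched on expression and of 22.5 among lists matched on length and expression. Between GCi and GCc they lay at the 100th percentile with either set of classes. Between WTi and WTc they lay at the 98.5th percentile, outside the central 95%, but inside it with the coarser classes, at a percentile of 97.1, so a rise in the wild type relative to genes of the same length depends on this choice.

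The overlap between genes lower in GCc and genes lower in WTi fell from 642 to 255 genes with the length and GC trend removed, but 188 of the 642 genes stayed in it. Of the 255 genes, 245 have a known length. Counted on these, the overlap was 3.06 times the number that independent calls give, and 2.26 times that among genes of similar length and expression. A length trend shared through WTc therefore does not account for all of the overlap. Whether the rest comes from the shared WTc samples cannot be told apart from a common response. In 95% of simulations noise put between 1 and 8 genes in the overlap. This was first read as excluding the shared samples, and is no longer read so, since the noise was taken from the infected conditions and would not cover a deviation of WTc itself.

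Whether the length trend causes the rise in GCi of the genes lower in GCc alone cannot be told apart from a true induction. With the trend removed, 36.2% of such genes were induced, neither none nor most of them, which were the outcomes set beforehand. The median log2 ratio between GCi and GCc of the original 466 genes was 0.59, and 0.41 with the trend removed, a value looked at only after the test had left the question open. Their selection on a low value in GCc favours a rise by itself.

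A hypothesis was that proteins lower in infected GC plants at 24 hpi (Table 2) were already lower as transcripts at 12 hpi. Of 21 such genes, 16 had lower FPKM in GCi than in WTi, with a median log2 ratio of -0.09, at the 14.6th percentile of random lists matched on expression. This lies inside the spread of the random lists, so a small shift of the list can be neither shown nor excluded. Only *NIT2* (AT3G44300) passed a log2 ratio of 1, at -1.62 with 104 FPKM in WTi and 33.7 in GCi, and *BGLU18* (AT1G52400), whose protein the paper lists as lower, had 0.68. *GAPC1* (AT3G04120) had -0.21, *NUDT7* (AT4G12720) -0.13 and *PLDALPHA1* (AT3G15730) -0.17.

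For *ERF1* (AT3G23240), the paper reports lower expression in both infected GC lines. It measured this by real-time PCR relative to *Actin2* in another experiment, also 12 h after infection with *PstAvrB*. The RNA-Seq values were 0.510 FPKM in WTc, 3.97 in WTi, 0.532 in GCc and 4.27 in GCi. The log2 ratio between GCi and WTi was 0.10, so these values do not show the decrease, and they have no replicate check. *ACT2* (AT3G18780) had 757 FPKM in WTc, 471 in WTi, 796 in GCc and 407 in GCi. Its log2 ratio between GCi and WTi was -0.21, so scaling to it would not make *ERF1* lower in GCi.

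In the deposited table 33 genes are listed at 0 in one condition and above 100 FPKM in another. Of these, 29 are not protein-coding or have no transcript of at least 500 bases. The others include *RBCS1A*, *CAB1* and *TAT3* (AT2G24850), the last with 370 FPKM in WTc and 311 in GCc and listed at 0 in both infected conditions. No explanation was tested.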
